# A functional map of genomic HIF1α-DNA complexes in the eye lens revealed through multiomics analysis

**DOI:** 10.1186/s12864-021-07795-9

**Published:** 2021-07-03

**Authors:** Joshua Disatham, Lisa Brennan, Daniel Chauss, Jason Kantorow, Behdad Afzali, Marc Kantorow

**Keywords:** HIF1α, Hypoxia, CUT&RUN, ATAC-seq, RNA-seq, Gene regulation, DNA binding, Chromatin, Transcriptional regulation

## Abstract

**Background:**

During eye lens development the embryonic vasculature regresses leaving the lens without a direct oxygen source. Both embryonically and throughout adult life, the lens contains a decreasing oxygen gradient from the surface to the core that parallels the natural differentiation of immature surface epithelial cells into mature core transparent fiber cells. These properties of the lens suggest a potential role for hypoxia and the master regulator of the hypoxic response, hypoxia-inducible transcription factor 1 (HIF1), in the regulation of genes required for lens fiber cell differentiation, structure and transparency. Here, we employed a multiomics approach combining CUT&RUN, RNA-seq and ATACseq analysis to establish the genomic complement of lens HIF1α binding sites, genes activated or repressed by HIF1α and the chromatin states of HIF1α-regulated genes.

**Results:**

CUT&RUN analysis revealed 8375 HIF1α-DNA binding complexes in the chick lens genome. One thousand one hundred ninety HIF1α-DNA binding complexes were significantly clustered within chromatin accessible regions (χ^2^ test *p* < 1 × 10^− 55^) identified by ATACseq. Formation of the identified HIF1α-DNA complexes paralleled the activation or repression of 526 genes, 116 of which contained HIF1α binding sites within 10kB of the transcription start sites. Some of the identified HIF1α genes have previously established lens functions while others have novel functions never before examined in the lens. GO and pathway analysis of these genes implicate HIF1α in the control of a wide-variety of cellular pathways potentially critical for lens fiber cell formation, structure and function including glycolysis, cell cycle regulation, chromatin remodeling, Notch and Wnt signaling, differentiation, development, and transparency.

**Conclusions:**

These data establish the first functional map of genomic HIF1α-DNA complexes in the eye lens. They identify HIF1α as an important regulator of a wide-variety of genes previously shown to be critical for lens formation and function and they reveal a requirement for HIF1α in the regulation of a wide-variety of genes not yet examined for lens function. They support a requirement for HIF1α in lens fiber cell formation, structure and function and they provide a basis for understanding the potential roles and requirements for HIF1α in the development, structure and function of more complex tissues.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-021-07795-9.

## Background

The mature eye lens is composed of an anterior layer of organelle-containing epithelial cells that during development and throughout adult life continuously differentiate to form a core of transparent organelle-free lens fiber cells [1]. The process of mammalian eye lens formation occurs during major changes in lens oxygen availability. In early development, the embryonic lens receives oxygen from a network of capillaries comprised of the tunica vasculosa lentis and the anterior pupillary membrane [2]. However, as newly forming secondary lens fiber cells are just beginning to initiate the elimination of organelles and the expression of key proteins required for mature lens fiber cell formation and function, this capillary network has been eliminated leaving the lens in a hypoxic environment [2] with the vitreous and aqueous humors as the only source of oxygen for the lens [3–6]. Low levels of oxygen contained in the aqueous humor combined with consumption of oxygen by the mitochondria containing lens epithelial cells at the surface of the lens contribute to a hypoxic environment below the lens surface where lens epithelial cells differentiate into lens fiber cells [4, 5] and in the transitional zone of the lens where lens organelle degradation takes place and lens fiber cell differentiation is initiated. Consistently, studies on interior lens oxygen levels reveal a 20-fold decrease in oxygen levels from the epithelial cell-containing surface of the lens to the differentiating lens fiber cells [5]. This oxygen gradient parallels a wide-variety of hallmark events that characterize the formation of mature lens fiber cells including the elimination of cellular organelles and the expression of critical genes required for lens fiber cell transparency and function.

Consistent with a requirement for hypoxia in the elimination of organelles to form mature lens fiber cells, hypoxia has been shown to be required for induction of the mitophagy gene BNIP3L in lens fiber cells that directs the elimination of non-nuclear organelles during lens fiber cell formation [7, 8] making BNIP3L an ideal control for the present study. BNIP3L is a BH3-only member of the Bcl-2 family [9], whose expression is induced by hypoxia in other cell types [10]. BNIP3L is upregulated during reticulocyte differentiation [11], extensive studies on BNIP3L show that it is required for elimination of mitochondria during reticulocyte differentiation [12–15] and, consistently, fully mature erythrocytes in BNIP3L knockout mice retain mitochondria resulting in dysfunctional erythropoiesis and anemia [13, 16].

In addition to demonstrating a role for hypoxia in the activation of BNIP3L gene expression in newly forming secondary lens fiber cells, expression of BNIP3L was also shown to be regulated through the hypoxia-dependent binding of the transcription factor hypoxia-inducible transcription factor 1 (HIF1) to the BNIP3L promoter [8]. Consistent with the possibility that HIF1α regulates other genes needed for lens fiber cell differentiation, lenses lacking HIF1α degenerate shortly after birth and their analysis reveals extensive vacuolization and fiber cell dysmorphology consistent with aberrant lens fiber cell differentiation [17].

Hypoxia regulates all three members of the hypoxia inducible factor (HIF) family of transcription including HIF1, HIF2 and HIF3 [18–20]. In most cells, the master regulator of the hypoxic response is HIF1 [18–22]. HIF1 is the predominant HIF expressed in the lens being expressed at 120-fold higher levels than HIF2 while HIF3 is not detected in the lens [23]. Although primarily investigated as an essential regulator of vascularization [24], emerging evidence suggests that HIF1 plays key roles in the regulation of a wide variety of cellular processes required for the development, homeostasis and/or disease states of a wide variety of tissues in addition to the eye lens [25–32].

HIF1 is a heterodimer made up of two subunits, HIF1β/ARNT and HIF1α. The HIF1β/ARNT subunit is expressed constitutively but the protein level of HIF1α is tightly regulated in response to environmental oxygen levels. Under normoxic (21% oxygen) conditions, HIF1α is regulated through post-translational hydroxylation of prolines in its oxygen dependent domain (ODD) by members of the 2-oxoglutarate-dependent dioxygenase superfamily of prolyl hydroxylases (PHD1, PHD2 and PHD3) [18, 19]. Proline hydroxylation promotes interaction with the von Hippel-Lindau tumour suppressor protein, targeting HIF1α for proteasomal degradation [18, 19]. Additional hydroxylation of an asparaginyl moiety in the C-terminus inhibits binding of HIF1α to its co-factors, p300 and CREB binding protein (CBP), directly inhibiting its transcriptional activity [18, 19, 21]. Under hypoxic conditions, oxygen-dependent PHDs are inactivated, allowing HIF1α to bind to nuclear pores and translocate to the nucleus where it dimerizes with HIF1β/ARNT and recruits CBP and p300 to regulate transcription [18, 19, 21, 33].

To date, the range and spectrum of genes controlled by HIF1α, particularly in primary cells, has not been fully elucidated. In the present report we identified those lens genes regulated by HIF1α by employing Cleavage Under Targets and Release Under Nuclease (CUT&RUN) [34, 35] to map the genome-wide complement of HIF1α-DNA binding complexes present in a well-characterized primary embryonic chick lens cell model system. This model system has been previously used to successfully investigate a multiple lens properties and functions including lens cell differentiation, gene expression, autophagy/mitophagy [36, 37], PI3K signaling [38], TGFB signaling [39, 40] and gap junction expression and function [41]. Using CUT&RUN, we mapped the positions of the identified HIF1α-DNA binding complexes relative to transcription start sites of nearest neighbor genes. We then employed RNA-seq to correlate the presence of HIF1-DNA binding complexes with changes in gene expression occurring upon HIF1α-activation. Finally, we examined the relationship between HIF1α-DNA binding, gene activation or repression and chromatin accessibility through analysis of Assay for Transposase-Accessible Chromatin sequencing (ATAC-seq) data [42, 43]. For these studies, we chose CUT&RUN over Chromatin Immunoprecipitation sequencing (ChIP-seq) analysis since only a few thousand cells are required for technical success, whereas ChIP-seq requires millions of cells for the same output level [34]. Moreover, CUT&RUN assesses DNA-binding in the native state and does not require DNA-protein cross-linking, which can introduce artefacts [34].

CUT&RUN analysis using a HIF1α-specific antibody identified over 8000 HIF1α-DNA specific complexes in primary lens cells following HIF1α activation. As validation, motif analysis of the identified binding sites confirmed enrichment of the HIF1α consensus sequence. One thousand one hundred ninety of the identified binding complexes were contained in chromatin accessible regions identified by ATAC-seq [43]. Activation of HIF1α was required for activation or repression of 526 genes identified by RNA sequencing. One hundred sixteen of these genes contained HIF1α-DNA binding complexes within 10kB of the transcription start sites (TSS’s) of coding genes.

These data establish the first functional map of genomic HIF1α-DNA complexes in the eye lens. They identify HIF1α as an important regulator of a wide-variety of genes previously shown to be critical for lens formation and function and they reveal a requirement for HIF1α in the regulation of a wide-variety of multiple novel genes. Collectively, the results support a requirement for HIF1α in lens development, structure and function and they provide a basis for understanding the potential roles and requirements for HIF1α in the development, structure and function of more complex tissues.

## Results

### CUT&RUN identifies 8375 HIF1α-DNA binding complexes in the lens genome

Multiple lines of evidence suggest an essential role for HIF1α in regulating gene expression pathways leading to mature lens cell structure and function. The lens resides in a hypoxic environment [4–6, 44], lens deletion of HIF1α disrupts lens cell structure and development [17] and hypoxia and HIF1α are required for the elimination of non-nuclear organelles during mature lens cell formation through activation of the *BNIP3L* gene [8]. Based on these data, we hypothesized that HIF1α could regulate a wide-variety of genes involved in multiple genetic pathways important for mature lens cell structure and function. To establish the range and spectrum of lens genes regulated by HIF1α, we first sought to establish the genomic-level occupancy of HIF1α-DNA binding complexes in primary lens cells upon HIF1α activation using Cleavage Under Targets & Release Using Nuclease (CUT&RUN) (Fig. 1A-B). HIF1α was activated in primary embryonic chick (*Gallus gallus*) lens cells by exposure to 1 mM dimethyloxalylglycine (DMOG) for 4 h. This 4-h DMOG treatment was selected based on previous embryonic whole chick lens studies in *Gallus gallus* [8] showing this time of exposure resulted in robust binding of HIF1α to its cognate site of the BNIP3L gene promoter detected by ChIP-qPCR and robustly activated BNIP3L transcription detected by RT-PCR [8]. BNIP3L is an established HIF1α target in multiple cell-types [8, 45, 46]. In this study, exposure of primary lens cells to 1 mM DMOG for 4 h also resulted in a greater than 2-fold increase in *BNIP3L* mRNA (Fig. 1C-D, Supplementary Figure S1).

**Fig. 1:**
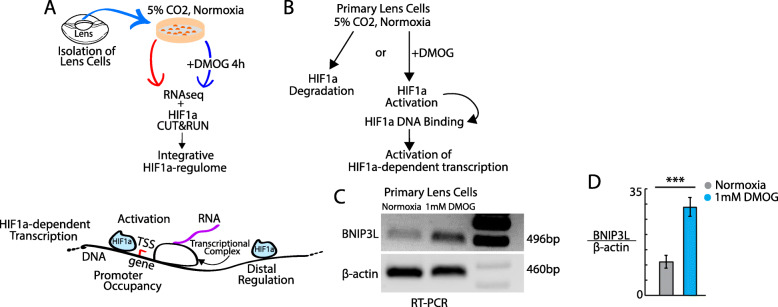
Multiomic identification of functional HIF1α DNA binding targets in the lens genome. **A** Duplicate pools of 500,000 primary chick lens cells were cultured with or without the HIF1α activator DMOG (1 mM) for 4 h. Samples were analyzed by CUT&RUN and RNA-seq analysis to identify genome-wide HIF1α-DNA binding complexes and corresponding HIF1α-dependent gene expression changes. Results were compared with ATACseq data [43] to identify the chromatin accessibility of identified HIF1α-DNA binding complexes. Integrated bioinformatics analysis was used to identify the pathways and functions specific for identified HIF1α-targets. **B** HIF1α is rapidly degraded under normoxic conditions but the presence of DMOG, inhibits prolyl hydroxylase resulting in HIF1α stabilization, DNA binding and transcriptional modulation in lens cells. **C**-**D** RT-PCR showing increased levels of the BNIP3L control transcript relative to β-actin in lens cells incubated in the presence of 1 mM DMOG for 4 h. *p < 0.05 t-test *n* = 3

Biological duplicates of primary chicken lens cell preparations were treated with 1 mM DMOG for 4 h to activate HIF1α followed by in situ HIF1α CUT&RUN [34, 35]. Following Illumina sequencing, small chromatin fragments were mapped across the Galgal6 genome and interrogated for enrichment relative to an IgG isotype control CUT&RUN. There were 8375 HIF1α-DNA binding complexes across the Galgal6 genome with high resolution and specificity (Table S1). These exhibited specific binding within narrow regions of chromatin. A heatmap of all identified HIF1α-DNA binding complexes is shown in Fig. 2A. The data reveal the presence of a highly enriched HIF1α signal relative to the control IgG signal at genomic regions containing identified HIF1α-DNA binding complexes. To validate the binding identified by CUT&RUN, we analyzed nucleotide patterns in DNA sequences underlying genomic regions bound by HIF1α using de novo motif discovery to determine enrichment of transcription factor footprints at these loci. The most significant motif identified was the canonical HIF1α motif (5′-ACGTG-3′; E < 3.6 × 10^− 111^, Fig. 2B), confirming the presence of the HIF1α binding sequence in DNA regions identified to be bound to HIF1α by CUT&RUN. The second most significant motif identified was 5′-KCTGTR-3′; E < 8.3 × 10^− 98^ (Supplementary Figure S2) which is not known to bind HIF1α or other transcription factors.

**Fig. 2:**
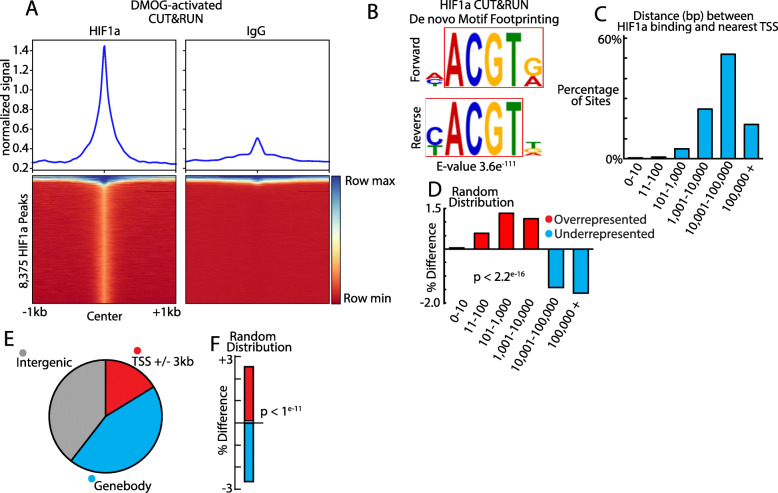
The spectrum and specificity of HIF1α-DNA binding complexes of the lens genome. **A** Heatmap of HIF1α binding signal compared to IgG signal at all genomic regions containing HIF1α-DNA binding complexes identified by CUT&RUN. **B** De novo motif analysis of HIF1α-DNA binding complexes identified by CUT&RUN. The canonical HIF1α consensus sequence was the most significantly enriched motif (E-value 3.6 × 10^− 111^). **C** Percent of the 8375 HIF1α-DNA binding complexes identified by CUT&RUN that were found within the indicated distances from the nearest gene transcription start site. **D** Relative percentage difference between the distribution of HIF1α-DNA binding complexes identified by CUT&RUN compared to computer generated HIF1α-DNA binding complexes randomly distributed across the genome and sorted by distance to the nearest gene transcription start site. (X^2^-test, *p* < 2.2 × 10^− 16^). **E** Percent of the 8375 HIF1α-DNA binding complexes identified by CUT&RUN that were found within proximal promoter regions (+/− 3kbp of gene transcription start sites), genebodies, or intergenic regions. **F** Relative percentage difference between the distribution of HIF1α-DNA binding complexes identified by CUT&RUN compared to computer generated HIF1α-DNA binding complexes randomly distributed across the genome and classified as found within proximal promoter regions (+/− 3kbp of gene transcription start sites), genebodies, or intergenic regions. (X^2^-test, *p* < 1 × 10^− 11^)

The majority of identified HIF1α-DNA binding complexes were located within 100kbp of the nearest gene transcription start site (Fig. 2C), indicating a potential role in transcriptional regulation. Consistent with our findings, a previous study performed CHIPseq to map HIF1α binding sites in a breast cancer cell line model [47]. They found that a large majority of HIF1α binding sites were within 10 kb of the nearest transcription start site. Another study also used CHIPseq to map HIF1α binding sites in HKC-8, RCC4, and HepG2 cells [48]. They found that a majority of HIF1α binding sites were within 5 kb of the nearest transcription start site. CUT&RUN is able to identify distal transcription factor binding sites with greater accuracy and resolution compared to CHIPseq [34] and so our results likely indicate the identification of a large number of distal HIF1α binding sites that CHIPseq did not identify.

To determine whether the observed distribution could have occurred by chance, we compared binding patterns of HIF1α-DNA complexes identified by CUT&RUN on DMOG-treated primary lens cells to a computer-generated random distribution of HIF1α-DNA binding complexes across the genome. We found that the 8375 HIF1α DNA binding sites clustered closer to transcription start sites of genes compared to the computer-generated random distribution model of HIF1α DNA binding (χ^2^ test *p* < 2.× 10^− 16^, Fig. 2D). Specifically, HIF1α-DNA binding complexes were clustered more within 10 kb of transcription start sites and clustered less at ranges greater than 10 kb compared to the computer-generated model of randomly distributed HIF1α-DNA binding complexes. One thousand three hundred fifty-nine HIF1α-DNA binding complexes (16.2%) were mapped within 3 kb of transcription start sites, 3708 HIF1α-DNA binding complexes (44.3%) were found to be within gene bodies, and 3308 HIF1α-DNA binding complexes (39.5%) were mapped to intergenic regions greater than 3 kb away from transcription start sites of genes (Fig. 2E). HIF1α-DNA binding complexes were also found to be positively associated with proximal promoter regions (+/−3kbp region around transcription start sites) and negatively associated with gene body regions relative to the computer-generated random distribution of HIF1α-DNA binding complexes (*p* < 1 × 10^− 11^, Fig. 2F)). Additionally, there were 1763 gene transcription start sites that were nearest neighbors to at least two HIF1α binding sites. Three hundred ten gene transcription start sites have at least one HIF1α binding site < 3 kb AND at least one HIF1α binding site > 3 kb away.

Active gene regulatory regions often cluster in regions of accessible chromatin comprised of low nucleosome density [49–51]. Notably, our previous study identified the canonical HIF1α motif as one of the top enriched motifs contained within open chromatin regions identified in the embryonic chick lens genome by ATAC-seq [43]. We therefore compared our HIF1α DNA binding complexes identified by CUT&RUN to these previously identified open chromatin regions. The analysis revealed 1190 HIF1α-DNA binding complexes (14.2%) identified by CUT&RUN that were also contained within genomic regions that exist as open chromatin regions in embryonic chick lens genome (Table S1). HIF1α-DNA binding complexes were also found to be positively associated with open chromatin regions and negatively associated with closed chromatin regions compared to the computer-generated random distribution of HIF1α-DNA binding complexes (χ^2^ test *p* < 1 × 10^− 55^). We also sought to determine if the distance between the HIF1α-DNA binding complex and the transcription start sites of genes was significantly associated with binding to open chromatin regions. We categorized the CUT&RUN-identified HIF1α-DNA binding sites by distance from the nearest gene transcription start site (0-3 kb, 3-10 kb, 10-100 kb, + 100 kb) and whether the HIF1α-DNA binding site overlapped an open chromatin region or closed chromatin region. We then repeated this categorization for a computer-generated random distribution of HIF1α-DNA binding sites and compared the differences. This analysis found that HIF1α-DNA binding complexes were positively associated with open chromatin regions and negatively associated with closed chromatin regions compared to what is expected from a computer-generated random distribution of HIF1α binding sites. This association was consistent even when separating the HIF1α binding sites by distance from the nearest gene transcription start site (Fig. 3A). These data suggest that HIF1α binding to regions near transcription start sites in the genome is biologically specific.

**Fig. 3:**
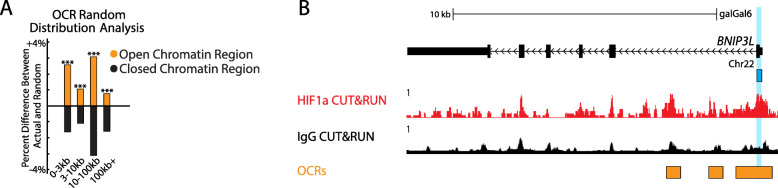
HIF1α-DNA binding complexes identified by CUT&RUN cluster in open chromatin regions. **A** HIF1α-DNA binding complexes were separated into those bound in open chromatin regions and those bound in closed chromatin regions and then sorted into distances away from the transcription start site (0-3kbp, 3-10kbp, 10-100kbp, over 100kbp). The results were compared to what is expected from the computer generated randomly distributed HIF1α-DNA binding complexes. HIF1α-DNA binding complexes were positively associated with open chromatin regions and negatively associated with closed chromatin regions at 0-3kbp, 3-10kbp, 10-100kbp, and over 100kbp distances away from the transcription start site (***p < 1 × 10^− 6^) compared to the computer-generated random distribution of HIF1α-DNA binding complexes. **B** CUT&RUN tracks of HIF1α (red) and IgG negative control (black) within the genomic region of Chr22 encompassing the *Gallus gallus* gene BNIP3L. The vertical light blue highlight and light blue box indicates a HIF1α-DNA binding complex in the proximal promoter of the gene. The orange track shows the combined chromatin accessibility map representing a combination of the differentiation stage-specific chromatin accessibility tracks obtained from [43] indicating regions of open chromatin in whole chick lens tissue

Such proximity to promoters and enrichment of binding within gene bodies and open chromatin regions, indicated with high probability that HIF1α is likely to be a direct transcriptional regulator of a large proportion of bound genes. Consistently, CUT&RUN identified the HIF1α-DNA binding complex previously discovered by ChIP-qPCR in the 5′-proximal upstream region of *BNIP3L* (Fig. 3B) [8] that also overlaps with open chromatin regions previously identified by ATACseq of embryonic chick lenses [43]. Additional visualizations of HIF1α CUT&RUN signal tracks and open chromatin regions in the Galgal6 genome can be found at the UCSC genome browser link (https://genome.ucsc.edu/s/jdisatha/CUTRUN_Lens_HIF1Α).

### HIF1α binding induces expression of numerous genes in lens cells

To determine the range and spectrum of gene transcriptional events corresponding with HIF1α DNA binding occupancy in lens cells, we performed RNA-seq on primary lens cells under the same conditions performed for the CUT&RUN analysis. This activation of HIF1α by DMOG resulted in upregulation of 219 genes and downregulation of 309 genes (log2FC at least 0.60 in either direction at *p* < 0.05) (Fig. 4A, D, Table S2). 

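The deposited table lists FPKM for 3 libraries of cells treated with 1 mM DMOG for 4 h and 3 libraries of untreated cells, at 17340 loci. For each locus, limma with a mean-variance trend compared the conditions on log2(FPKM + 0.5). Tests covered the 9816 loci with a mean FPKM of at least 1 over the 6 libraries. FPKM summed to 189239, 212100 and 205543 in DMOG libraries 1, 2 and 3, and to 185118, 169975 and 202442 in untreated libraries 1, 2 and 3. These sums are not read depths, which the values do not give. Small RNA loci held 24.8%, 33.3% and 37.4% of the FPKM in the DMOG libraries and 28.7%, 24.0% and 26.7% in the untreated libraries. The share of loci listed at 0 was 29.4%, 33.0% and 35.9% with DMOG and 30.5%, 25.5% and 25.2% without it. Over the tested loci, the median log2 fold change was -0.13, and medians of gene families are given relative to that shift.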

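At a log2 fold change of at least 0.60 in either direction and an unadjusted p under 0.05, 279 loci were higher and 488 lower in DMOG-treated cells, so 36.4% of these loci were higher. With every library scaled to the same median, the share was 56.9%, and with quantile normalization 56.2%. The number of lower loci moved most as a ratio when a mean of at least 5 FPKM was required, to 231, and most as a number of loci without DMOG library 1, to 774. At an unadjusted p under 0.05 alone there were 883 loci, 305 higher and 578 lower, where chance gives 490.8 on average. Other divisions of the same 6 libraries into 3 and 3 gave from 241 to 1271 such loci, so the 883 alone do not show an excess. After Benjamini-Hochberg adjustment over all tested loci, 16 were higher and 3 lower at an adjusted p under 0.05. In each of these 19, every DMOG library lay on the same side of every untreated library. EGLN3 rose from a mean of 1.76 FPKM (SD 0.368) to 52.9 (SD 4.87), a log2 fold change of 4.57 (SE 0.21, adjusted p 4.39e-04). LOX rose from 8.10 FPKM (SD 0.415) to 122 (SD 27.3), a log2 fold change of 3.81 (adjusted p 8.50e-04). STC1 measured 31.1, 30.3 and 14.1 FPKM in the DMOG libraries, and 0.10 in untreated library 2 with the other untreated libraries listed at 0 (adjusted p 0.00135). PGF, PPP1R3C, ENSGALG00000054153 and FAM13A had log2 fold changes of 3.85, 2.92, 2.93 and 2.40, with adjusted p from 0.0127 to 0.0178. Among the loci that were lower, ENSGALG00000028267 had a log2 fold change of -2.20 (adjusted p 0.0434) and gga-mir-31 of -2.03 (adjusted p 0.0391). The locus ENSGALG00000030902, matched to SNAI2 only through its description in Table S2, measured 4.02, 2.45 and 2.67 FPKM in untreated cells and is listed at 0 in every DMOG library (adjusted p 0.0845).

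**Figure D1:**
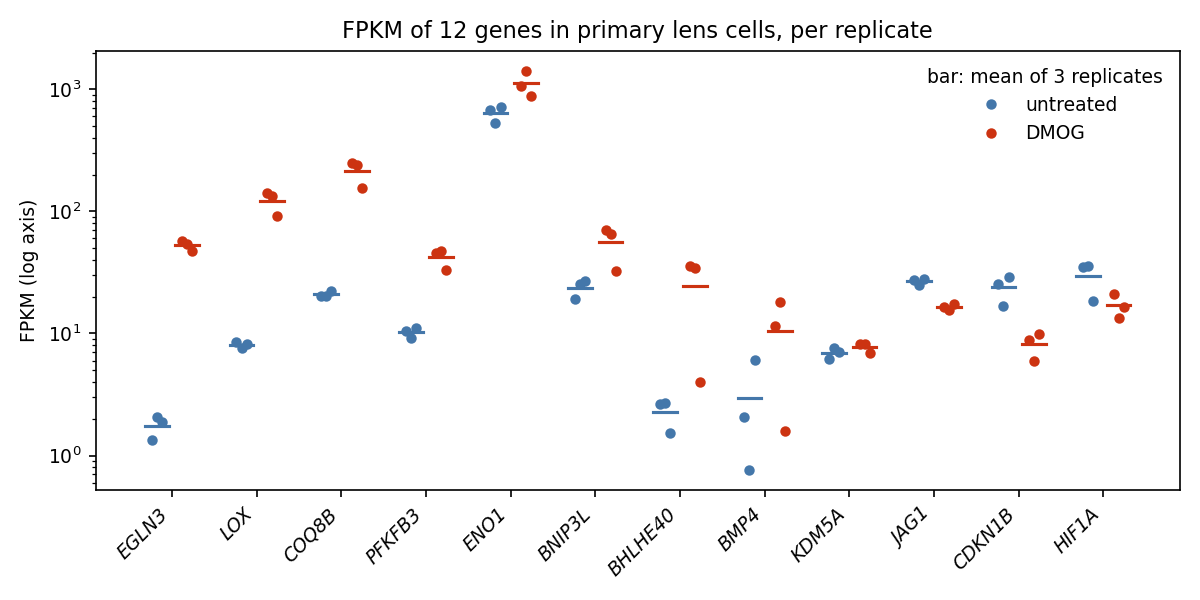
FPKM of 12 genes named in the paper or its Fig. 4A, in 3 libraries of untreated and 3 of DMOG-treated primary lens cells. Points are libraries in replicate order and bars are means. The point for KDM5A is the locus that joins SLC6A13 and KDM5A.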

Genes that are upregulated following treatment with DMOG have significantly lower expression levels in lens cells that were not exposed to DMOG. 

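Of the 219 upregulated genes of Table S2, 181 (82.6%) had every DMOG library above every untreated library, where chance gives 5% in a given direction. For 3 of the 219, all libraries of one condition are listed at 0. Of the 307 downregulated genes, 269 (87.6%) had every DMOG library below every untreated library, and 35 are listed at 0 throughout one condition. The genes were chosen on these same libraries, so the separation is not independent evidence. In the limma fit, 211 of the upregulated and 262 of the downregulated genes reached the mean of 1 FPKM and were tested, and all of them changed in the direction given in Table S2. Past the fold change and p limits above were 195 (92.4%) and 234 (89.3%) of them. At an adjusted p under 0.05 over all tested loci there were 15 upregulated and 2 downregulated genes. Adjusted over the list alone, which is not independent evidence either, there were 192 and 231. An exact permutation test on 3 libraries against 3 cannot give a p below 0.1 for any single gene.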

Genes that are downregulated following treatment with DMOG have significantly higher expression levels in lens cells that were not exposed to DMOG. To determine if there was a direct correlation between HIF1α binding and changes in gene expression, each HIF1α DNA-binding locus was mapped to the transcription start site (TSS) of nearest neighbor genes. This analysis revealed that upon HIF1α activation, 40% (212 of 528) of differentially expressed genes (DEGs) were bound by HIF1α (*p* < 0.001 χ^2^ test compared to genes unchanged in DMOG-exposed cells, non-DEG)) (Fig. 4B). We also sought to determine whether this significant association was specifically dependent on gene induction or repression. We did this by separating the differentially expressed genes into upregulated and downregulated genes. This analysis found that upon HIF1α activation, both 46.1% (101 of 219) of upregulated genes and 36.2% (111 of 309) of downregulated genes were bound by HIF1α (*p* < 0.001 and < 0.01, respectively by χ^2^ test relative to non-DEG) (Fig. 4E, G). Additionally, genes exhibiting HIF1α-DNA binding had greater magnitude fold changes (abs(log2FC), *p* < 1 × 10^− 7^ Mann-U Whitney test) compared to genes not bound by HIF1α. 

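Table S1 was available only in part, so the size of the changes was compared within the differentially expressed genes, between the genes of Table S3 and the others. The others include the genes that the paper counts as bound and Table S3 does not list. The median absolute log2 fold change was 1.07 over 188 genes with a site within 100 kb and 1.14 over 285 others, a difference of -0.07 (two-sided permutation test of the list labels over genes, p 0.263). The sign of this difference changed when each library was scaled to the same median, to 0.0144 (permutation p 0.693). It also changed when only genes with a mean of at least 5 FPKM were used, to 0.00136 (permutation p 0.980), and without DMOG library 3, untreated library 1 or untreated library 3. Genes are not independent replicates, and both lists were chosen on these libraries. The comparison with genes outside the differentially expressed lists was not analysed here.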

Taken together, these data indicated a significant role for HIF1α binding in lens cell gene regulation.

**Fig. 4:**
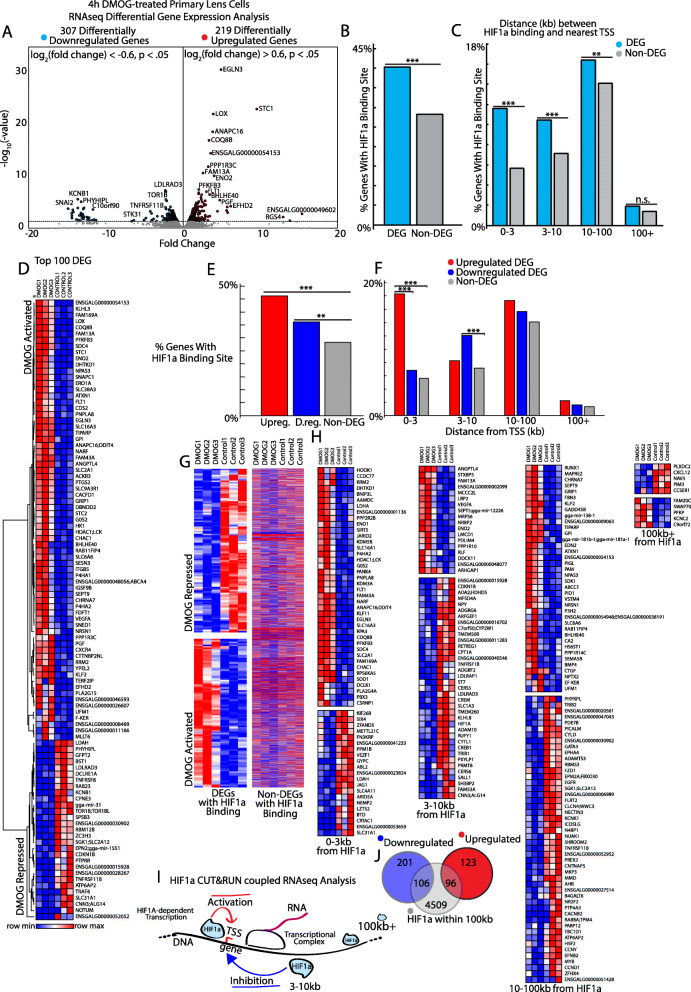
HIF1α binds to and regulates the expression of over 200 lens genes: **A** Differential gene expression analysis by RNA-seq reveals 219 upregulated genes (log2 fold change FPKM > 0.6, *p* < 0.05) and 307 downregulated genes (log2 fold change FPKM < − 0.6, *p* < 0.05) in primary lens cells treated with the HIF1α activator DMOG (1 mM) relative to control untreated cells. **B** Percent of differentially expressed genes (DEG) (|log2 fold change FPKM| > 0.6, *p* < 0.05) and non-differentially expressed genes (NON-DEG) (*p* > 0.05) that have a HIF1α-DNA binding complex. Differentially expressed genes are more significantly associated with HIF1α binding compared to non-differentially expressed genes (X^2^-test, ***p < 0.001). **C** Same analysis as (**B**) but separated by distance between the transcription start site (TSS) and the HIF1α-DNA binding complex. (X^2^-tests, ***p < 0.001, **p < 0.01, ns *p* > 0.05). **D** Heatmap of the top 100 differentially expressed genes sorted by hierarchal clustering. **E** Percent of upregulated genes, downregulated genes and NON-DEG that have a HIF1α-DNA binding complex. Upregulated and downregulated genes are significantly associated with HIF1α-DNA binding complexes. (X^2^-test, ***p < 0.001, **p < 0.01). **F** Same analysis as (**E**) but separated by distance between the transcription start site (TSS) and the HIF1α-DNA binding complex. (X^2^-test, ***p < 0.001). **(G)** Heatmap of differentially expressed (DEGs) and non-differentially expressed (Non-DEGs) genes with a HIF1α-DNA binding complex (DEGs). **H** Same as (**G**) but separated by distance from the transcription start site (0-3kbp, 3-10kbp, 10-100kbp, and over 100kbp). **I** HIF1α CUT&RUN coupled to RNA-seq analysis elucidates a significant relationship between HIF1α binding within 3kbp of the TSS and gene upregulation. In contrast, HIF1α binding between 3-10kbp of the TSS is significantly associated with gene downregulation. **J** Overlap of number of genes that are significantly upregulated or significantly downregulated and genes with HIF1α-DNA binding complexes within 100kbp of the transcription start site

We next sought to determine whether the distance between the HIF1α-DNA binding complex and the TSS of genes was correlated with gene induction or repression in HIF1α-activated primary lens cells. A significantly higher percentage of differentially expressed genes were bound by HIF1α within 3 kb (61 of 526 (11.6%), χ^2^ test *p* < 0.001), 10 kb (55 of 526 (10.5%), χ^2^ test *p* < 0.001), and 100kbp (86 of 526 (16.3%), χ^2^ test *p* < 0.01) from the transcription start site compared to non-differentially expressed genes (940 of 16,777 (5.6%), 1191 of 16,777 (7.1%), 2366 of 16,777 (14.1%) respectively) (Fig. 4C). This indicated that proximity of HIF1α binding to the TSS correlates with activation or repression of gene transcription. Consistently, upregulated genes were significantly enriched in HIF1α-binding within 3 kb of the TSS compared to both downregulated and non-responsive genes (Fig. 4F, H). Conversely, down-regulated genes were significantly enriched in HIF1α binding between 3kbp-10kbp away from the TSS relative to non-responsive genes (Fig. 4F, H). Thus, genes induced by HIF1α were more likely to exhibit proximal HIF1α binding near the TSS and genes repressed by HIF1α were more likely to be bound by HIF1α at a greater distance from the TSS (Fig. 4I).

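The distances of Table S3 were set against the calls recomputed from the FPKM, over the genes of Table S2 that also passed the fold change and p limits in the limma fit. A HIF1α site within 3 kb of the TSS was listed for 39 of 195 upregulated genes (20.0%) and 19 of 234 downregulated genes (8.12%). The odds ratio was 2.83 (Fisher's exact test, two-sided, p 3.72e-04; Benjamini-Hochberg over 3 distance classes, 0.00112). Between 3 and 10 kb, the counts were 18 (9.23%) and 27 (11.5%), an odds ratio of 0.780 (exact p 0.527, adjusted 0.791). Without untreated library 1, this second odds ratio was 1.10. Between 10 and 100 kb, 32 upregulated (16.4%) and 38 downregulated genes (16.2%) had a site (odds ratio 1.01, exact p 1). Over all 219 and 307 genes of Table S2, the odds ratios were 3.04 within 3 kb (exact p 8.55e-05) and 0.653 between 3 and 10 kb (exact p 0.193). Non-responsive genes, the paper's reference for the 3 to 10 kb class, were not analysed here. From the distances of the induced and repressed genes, the paper concludes that induction goes with HIF1α binding near the TSS and repression with binding farther away.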

We also compared consensus binding sequences between HIF1α sites near induced genes versus HIF1α sites near repressed genes. Using the DREME tool, we did not find a statistically significant difference between the enriched consensus sequences at HIF1α sites near induced genes versus HIF1α sites near repressed genes.

Since there was a statistically significant association between altered expression of genes upon HIF1α activation and HIF1α binding to proximal regions within 100kbp of the transcription start site (Fig. 4C) but not at distances greater than 100kbp of the transcription start site, we defined a cutoff distance of 100kbp to mark genes whose expression levels are at least in part regulated by the activation and binding of HIF1α to proximal regulatory sites. Thus, 96 of the 219 upregulated genes and 106 of the 307 downregulated genes contain HIF1α-DNA binding complexes within 100kbp of the transcription start site (Fig. 4J).

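Of the 96 upregulated genes of Table S3, 95 were tested and 89 passed the fold change and p limits in the limma fit, with a median log2 fold change of 1.22. Of the 106 downregulated genes, 93 were tested and 84 passed; their median fell by 1.00 on the log2 scale. Every DMOG library lay above every untreated library for 83 of the 96 and below for 92 of the 106. Chance gives 5% in each direction, but the genes were selected on these libraries, so the separation is not independent evidence. At an adjusted p under 0.05 over all tested loci there were 11 upregulated and 0 downregulated genes.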

Collectively, these data establish a significant relationship between HIF1α-DNA binding complexes to proximal gene regulatory regions and control of specific gene expression by HIF1α in lens cells. Interestingly, HIF1α acts as both an activator and suppressor of gene expression in lens cells consistent with the features of lens cell differentiation that include both activation and repression of specific genes [43, 52, 53].

### Integrated CUT&RUN and RNA-seq analysis reveals a requirement for HIF1α in the regulation of previously established as well as novel genetic pathways implicated in lens differentiation, homeostasis, structure and function

HIF1α and hypoxia are known to control numerous cellular processes including glycolysis, cell cycle and apoptosis [54–56]. Based on the integrated analysis of HIF1α-DNA binding complexes identified by CUT&RUN and transcriptional regulation by RNA-seq, we defined genes as HIF1α-dependent targets if they were significantly induced or repressed upon HIF1α activation and contained at least one HIF1α-DNA binding complex within 100kbp of the TSS. Employing these criteria, 202 genes were HIF1α-dependent. Of these genes, 62 were previously established as regulated by hypoxia and/or HIF1α (Fig. 5A, Table S3) in non-lens tissues [57] while 140 genes were novel (Fig. 5B, Table S3).

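Across the 202 genes, 173 of 188 tested (92.0%) passed the limits on fold change and p in the limma fit. Adjusted over the list alone, 172 had an adjusted p under 0.05; the list was chosen on these libraries, so this is not independent evidence. Table S3 marks 57 genes as present in HypoxiaDB and 140 as absent, and gives mixed entries for 5 loci whose names join several genes. Of the tested genes, 54 of 55 present (98.2%) and 114 of 128 absent (89.1%) passed the limits. Upregulated genes had a median log2 fold change of 1.26 over 35 present and 1.10 over 58 absent, and downregulated genes had -0.87 over 20 present and -1.04 over 70 absent. An adjusted p under 0.05 over all tested loci was reached by 7 of the genes present and 3 of those absent. Whether the groups differ was not tested.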

**Fig. 5:**
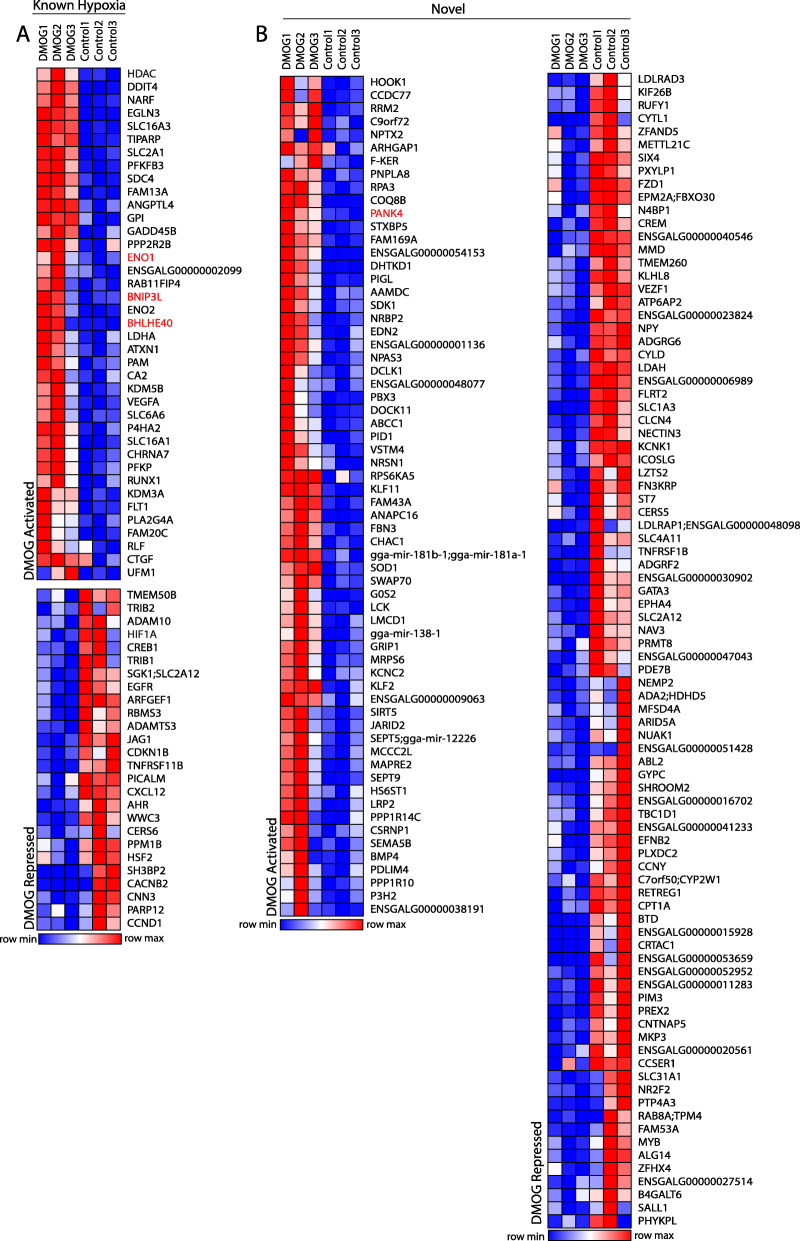
Integrated CUT&RUN and RNA-seq analysis identifies previously established and novel HIF1α-dependent lens targets. **A** Heatmap of significantly upregulated (log2FC > 0.7, *p* < 0.05) and downregulated (log2FC < − 0.7, *p* < 0.05) genes with a HIF1α-DNA binding complex that are known to be regulated by hypoxia from [57]. Level of Red indicates higher gene expression levels, and level of blue indicates lower gene expression levels. **B** Heatmap of significantly upregulated (log2FC > 0.7, *p* < 0.05) and downregulated (log2FC < − 0.7, *p* < 0.05) genes with a HIF1α-DNA binding complex that are not previously known to be regulated by hypoxia from [57]. Red indicates higher gene expression levels, and blue indicates lower gene expression levels

To elucidate the cellular processes and genetic pathways specific for HIF1α activation in the lens, we used Enrichr and MSigDB to identify significantly enriched processes and pathways associated with HIF1α-activated and repressed genes. 

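Glycolysis genes were tested as a set with limma's camera, from a list written from general knowledge of the pathway. The set was higher in DMOG-treated cells (22 genes tested, adjusted p over 10 sets 1.72e-16), with a median log2 fold change of 0.69 relative to all tested loci and 20 of 22 genes above the median of those loci. Under fry the adjusted p was 0.0559, and with the correlation estimated from the data 0.237, so the call does not hold under either. Adjusted over the list alone, 11 genes had an adjusted p under 0.05, and over all tested loci 3 did: SLC2A1 (log2 fold change 2.00, SE 0.21, adjusted p 0.0162), PFKFB3 (1.97, adjusted p 0.0141) and SLC16A3 (1.22, adjusted p 0.0369). ENO2 rose by 3.28 (SE 0.46, adjusted p 0.0582). GPI, HK1 and LDHA rose by 1.27, 1.43 and 1.05 on the log2 scale. PFKM and PDK1 lay below that median, with log2 fold changes of -0.80 (SE 0.47) and -0.39 (SE 0.29).

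**Figure D2:**
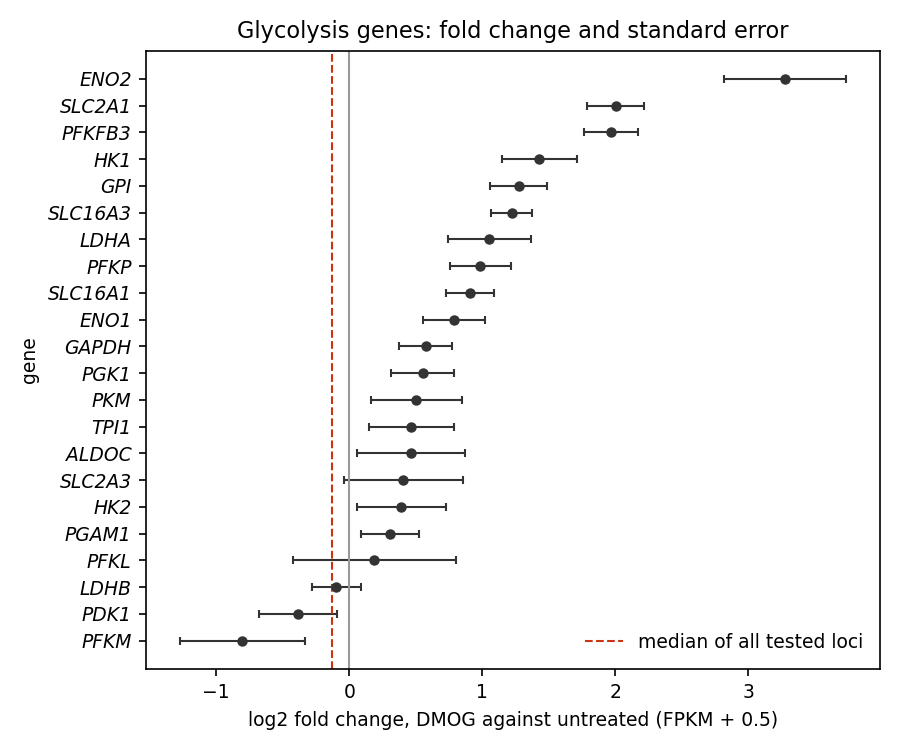
Log2 fold changes of the 22 tested glycolysis genes, DMOG against untreated, on log2(FPKM + 0.5), with standard errors from limma. The dashed line is the median of all tested loci.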

Analysis of HIF1α-dependent activation pathways revealed a wide variety of previously established key lens pathways associated with lens homeostasis and maturation including activation of glycolysis [58], TNF-alpha signaling via NFKB [59, 60], reactive oxygen species pathway [36], mTORC1 signaling [37], epithelial-mesenchymal transition [61–64], heme metabolism [65, 66], UV response [58], and apoptotic pathways [67–69] (Fig. 6A and B, Table S4). By contrast, analysis of HIF1α-dependent repressed pathways revealed a wide variety of previously established key lens pathways associated with Notch signaling [70–72], Wnt signaling [73–75], and maintenance of epithelial phenotype [53, 76] (Fig. 6A and B, Table S4). 

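As a set, the Notch genes were not detectably lower than the other loci: 19 genes were tested (camera adjusted p 0.593), with a median log2 fold change of -0.04 relative to all tested loci and 9 genes above the median of those loci. With no filter on low values the direction of this set reversed, and it reversed without DMOG library 3. Adjusted over the list alone, JAG1, HEY2 and RFNG had an adjusted p under 0.05, and 0 genes did over all tested loci, with 4 at an unadjusted p under 0.05. HEY2 had a log2 fold change of -2.32 (SE 0.47, adjusted p 0.169) and RFNG of -1.18 (SE 0.32, adjusted p 0.328). For Wnt signaling, 33 genes were tested (camera adjusted p 0.730), with a median of -0.08 relative to all tested loci and 14 genes above it. Its direction reversed without DMOG library 1 and without untreated library 1. Of the Wnt genes, 5 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05, over the list alone or over all loci. FZD1, LEF1 and CCND1 had log2 fold changes of -1.02, -0.88 and -0.81, and WNT2B of 1.85. The lists hold general members of both pathways, not only genes with a HIF1α site.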

The identification of these pathways suggests a novel HIF1α-dependent regulation of critical lens pathways governing lens homeostasis and maturation.

**Fig. 6:**
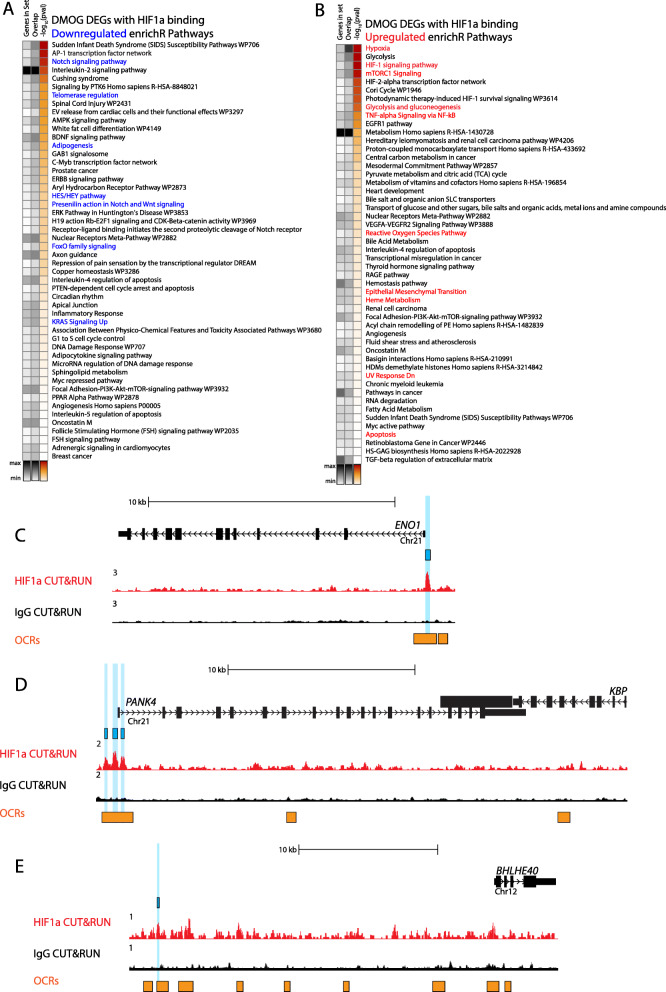
CUT&RUN and RNA-seq analysis identifies HIF1α-dependent pathways critical for lens structure, homeostasis, metabolism, and differentiation: **A** Genes with a HIF1α-DNA binding complex that are significantly downregulated (log2FC < − 0.7, *p* < 0.05) were input into Enrichr to elucidate significantly associated biological pathways and processes. The top 50 most statistically significant non-redundant pathways are shown. **B** Genes with a HIF1α-DNA binding complex that are significantly upregulated (log2FC > 0.7, *p* < 0.05) were input into Enrichr to elucidate significantly associated biological pathways and processes. The top 50 most statistically significant non-redundant pathways are shown. **C**-**E** CUT&RUN tracks of HIF1α (red) and IgG negative control (black) within the genomic region encompassing the *Gallus gallus* genes ENO1 (**C**), PANK4 (**D**), and BHLHE40 (**E**). The vertical light blue highlight and light blue box indicates a HIF1α-DNA binding complex in the proximal promoter of the gene. The orange track shows the combined chromatin accessibility map representing a combination of the differentiation stage-specific chromatin accessibility tracks obtained from [43] indicating regions of open chromatin in whole chick lens tissue

In addition to these previously established lens pathways a large number of novel pathways without previously established lens functions were also revealed. Of the upregulated genes, the novel enriched pathways included but are not limited to the IL-2/STAT5 signaling pathway while the novel repressed pathways included those involved in adipogenesis, telomerase, KRAS, and FoxO family signaling (Fig. 6A and B, Table S4).

In addition to novel pathways a wide-variety of specific HIF1α-induced genes were also identified including ENO1, PANK4, and BHLHE40. 

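ENO1 averaged 1124 FPKM (SD 276) with DMOG and 643 (SD 96.5) without it, a log2 fold change of 0.79 (SE 0.23, adjusted p 0.376). With quantile normalization ENO1 fell under the limit on the fold change, at 0.55. PANK4 rose from 2.63 FPKM (SD 0.293) to 5.51 (SD 1.01), a log2 fold change of 0.93 (SE 0.25, adjusted p 0.328). BHLHE40 measured 35.9, 34.3 and 4.00 FPKM in DMOG libraries 1, 2 and 3, and 2.64, 2.67 and 1.52 in the untreated libraries. Its log2 fold change was 2.72 (SE 0.77, adjusted p 0.356), and 3.71 without DMOG library 3. All 3 genes had every DMOG library above every untreated library. Table S3 lists HIF1α sites at 0 bp from the TSS for ENO1 and PANK4 and at 24142 bp for BHLHE40.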

ENO1 is a multifunctional protein that is both a lens structural crystallin and is involved in glucoses metabolism [77, 78] (Fig. 6C). PANK4 has been linked to autosomal dominant congenital cataracts [79] (Fig. 6D) and BHLHE40 is a transcriptional repressor also involved in NOTCH signaling (Fig. 6E). 

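In the deposited table ANAPC16 shares a locus with DDIT4, so the values cannot be divided between these genes. That locus rose from 2.15 FPKM (SD 0.368) to 30.7 (SD 4.65), a log2 fold change of 3.55 (SE 0.22, adjusted p 0.00120), in every DMOG library. BMP4 measured 11.4, 18.3 and 1.60 FPKM with DMOG and 2.05, 0.760 and 6.09 without it. The groups overlap, and the log2 fold change of 1.49 (SE 0.89, adjusted p 0.663) did not pass the limits in the limma fit. Without DMOG library 3 it was 2.43 and with array weights 2.00, and both passed the unadjusted limits. It was 0.85 without DMOG library 2 and 0.92 without untreated library 2, and passed them in neither.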

Other HIF1α-induced genes include ANAPC16 that coordinates lens differentiation through formation of the anaphase-promoting complex [80] and BMP4 that plays a well-established role in lens development [74, 81]. 

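The locus that joins HDAC1 and LCK rose from 10.0 FPKM (SD 1.14) to 25.6 (SD 5.27), a log2 fold change of 1.30 (SE 0.21, adjusted p 0.0803). KDM3A rose from 17.6 FPKM (SD 1.63) to 32.5 (SD 4.54), a log2 fold change of 0.86 (SE 0.18, adjusted p 0.179). KDM5B rose from 11.1 FPKM (SD 1.84) to 21.9 (SD 4.96), a log2 fold change of 0.93 (SE 0.23, adjusted p 0.275). For these 3 loci every DMOG library lay above every untreated library. KDM5A shares a locus with SLC6A13, at 7.74 FPKM (SD 0.728) with DMOG and 6.95 (SD 0.746) without it. The groups overlap there, and the log2 fold change of 0.15 (SE 0.20, adjusted p 0.852) was smaller than its standard error.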

Finally, the chromatin remodeling enzymes HDAC1, KDM3A KDM5A were activated by HIF1α and their induction could be important for the lens differentiation program (Table S3). Future functional analysis of these genes and pathways will likely reveal novel requirements in essential HIF1α-regulated lens processes and their identification here provides insight into their potential roles in other more complex tissues.

## Discussion

A major feature of the developing and mature eye lens is the presence of an oxygen gradient that parallels the naturally occurring surface to core differentiation of immature lens epithelial cells into mature transparent fiber cells [5]. Based on these lens features, we hypothesized that hypoxia-activation of HIF1α could regulate lens gene expression levels required to achieve the mature form and function of lens fiber cells. Consistently, a previous study showed disrupted lens structure upon lens-specific deletion of HIF1α that included dissociation of lens fiber cells, extensive lens fiber cell vacuolization and disintegration of the entire lens shortly after birth [82]. Consistent with an essential role for HIF1α in lens structure and function, we established that both hypoxia and activation of HIF1α are required for the elimination of non-nuclear organelles during lens fiber cell formation through HIF1α-dependent activation of the mitophagy protein BNIP3L [8].

Despite the previously established requirements for HIF1α in lens fiber cell organelle removal and structure, the range and spectrum of lens genetic pathways governed by HIF1α have not been identified. To identify these pathways and their sub-components, we employed a multiomics approach using CUT&RUN [34, 35] to identify and map the genomic complement of HIF1α-DNA binding complexes in the lens, RNA-seq to identify gene expression changes directly corresponding with specific HIF1α-DNA binding complexes and ATAC sequencing data to examine the chromatin accessibility of the identified genes [43].

Our analysis identified 8375 HIF1α-DNA binding complexes in the lens genome. HIF1α-DNA binding complexes were more likely to cluster near TSS compared to a computer-generated random distribution of HIF1α-DNA binding complexes (*p* < 2.2 × 10^− 16^). 2576 (30.8%). HIF1α-DNA binding complexes were mapped to regions within 10kbp of the nearest TSS. Consistent with the specificity of these HIF1α-DNA binding complexes, the HIF1α consensus sequence motif (5′-RCGTG-3′) was highly enriched in the identified HIF1α-bound genomic regions (E < 3.6 × 10^− 111^). Collectively, these results suggest an important role for HIF1α in the regulation of multiple lens pathways and genes. Consistent with HIF1α playing an important role in lens gene regulation, 1186 (14.2%) HIF1α-DNA binding complexes were localized to regions of open chromatin and the HIF1α consensus sequence motif was enriched in the identified open chromatin regions [43].

CUT&RUN has been shown to outperform traditional ChIP-seq methods in resolution, efficiency, and data quality [34]. Therefore, we chose CUT&RUN as a robust method to detect and map HIF1α-DNA binding complexes across the chick lens genome. We are confident that our CUT&RUN mapping is accurate since it replicated our previous finding using ChIP-qPCR that HIF1α binds to a 5′ proximal regulatory region of the *Gallus gallus BNIP3L* gene upon HIF1α activation [8]. Analysis of all HIF1α-DNA binding complexes indicated an enriched HIF1α signal and motif analysis of the identified HIF1α-DNA binding complexes confirmed the HIF1α binding consensus sequence as the most significantly enriched motif. To our knowledge, this study is the first CUT&RUN analysis of HIF1α.

Of the genes containing HIF1α-DNA binding complexes within 100kbp from the TSS, 96 genes were transcriptionally activated in association with HIF1α binding (log2FC > 0.6, *p* < 0.05) while 106 genes were transcriptionally repressed in association with HIF1α binding (log2FC < − 0.6, *p* < 0.05). This relationship was statistically significant for both upregulated genes (χ^2^ test *p* < 0.001) and downregulated genes (χ^2^ test *p* < 0.01). Many of the genes identified as activated by HIF1α in lens cells are associated with pathways critical for lens homeostasis, structure and transparency including glycolysis [58], TNF-alpha signaling via NFKB [59, 60], reactive oxygen species pathway [36], mTORC1 signaling [37], epithelial-mesenchymal transition [61–64], heme metabolism [65, 66], UV response [58], and apoptotic pathways [67–69].

A striking feature of the data is that an almost equal number of lens genes are repressed upon HIF1α binding suggesting that HIF1α acts as both an activator and a repressor of lens gene expression. 

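The DMOG libraries all lay above the untreated libraries at 439 of the tested loci and all below at 1121. Together this was 15.9%, where chance gives 10%. Chance gives 5% in each direction, so on FPKM as deposited only the lower loci exceeded it, and the higher loci were slightly fewer than chance gives. These counts carry the shift of all tested loci, a median log2 fold change of -0.13, and were not repeated after scaling. They therefore cannot tell whether rises exceed chance, and they cover all tested loci, not only bound genes. The balance moved with expression. In the fifth of loci with the lowest mean FPKM, 37 were higher and 95 lower at the limits on fold change and p, and in the fifth with the highest, 82 were higher and 52 lower. With each library scaled to the same median, the balance at those limits reversed, with 418 loci higher and 317 lower. From the numbers of bound genes that rose and fell, the paper proposes that HIF1α both activates and represses lens genes.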

Although many previous studies have identified HIF1α as a transcriptional repressor of individual genes [83–86], to our knowledge this is the first study to identify HIF1α as a genome-wide repressor [87].

Many of the HIF1α-repressed genes identified in this study are associated with Wnt signaling, lipid metabolism, and cell adhesion (Table S3). These pathways have previously been implicated in lens cell differentiation and homeostasis [62, 74, 75, 88–92]. This novel finding suggests a role for HIF1α-dependent repression of these pathways to regulate lens differentiation. Consistently, previous studies have shown that HIF1α represses specific genes associated with Wnt signaling in skeletal muscle and osteoblasts [93, 94] and other studies have shown that both HIF1 and HIF2 reduce expression of enzymes needed for fatty acid breakdown in lipid metabolism [95].

In addition to establishing HIF1α as both an activator and a repressor in lens cells, our analysis also identified a novel association between gene regulation and the distance of HIF1α-DNA binding complexes relative to TSS’s of activated or repressed genes. Specifically, HIF1α binding to regions within 3kbp of gene TSS’s is significantly associated with gene activation. Conversely, HIF1α binding to more distal regions between 3kbp-10kbp of gene TSS’s is significantly associated with gene repression. This difference has implications for the mechanisms underlying HIF1α control of gene expression in the lens and likely a wide-variety of other tissues. It is possible that HIF1α-DNA binding complexes within 3kbp of TSS’s promote open complex formation through interactions with other transcription factors and transcriptional co-activators that are required for HIF1α activation including P300, CBP, and HIF1β [18, 19, 21]. Conversely, distant HIF1α-DNA binding complexes more than 3kbp from TSS’s may repress open complex formation of gene expression by recruiting these transcriptional regulators away from TSS’s. These possibilities are consistent with previous studies linking the action of transcription factors with their binding relative to the TSS whether proximal or distal [96, 97]. To our knowledge, the present study is the first to-date to find a statistically significant association between genome wide HIF1α binding site distances and activation or repression of multiple genes.

Many of the identified HIF1α-dependent genes also have well established functions critical for lens cell metabolism, structure, transparency, differentiation, and development. An autosomal dominant mutation in the identified HIF1α-activated PANK4 gene is associated with congenital posterior cataract [79] and is therefore critical for lens transparency. The HIF1α-activated ENO1 gene (tau crystallin) is both a lens structural protein and a glycolytic enzyme [77]. BNIP3L, BMP4, GATA3, CDKN1B, HES5, JAG1, and VEGFA all play important roles in lens cell development and differentiation (Table S3) [8, 70, 74, 81, 98–105]. Therefore, this study suggests that activation of HIF1α in the lens plays a crucial role in maintaining these important lens-specific functions.

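GATA3 fell from 1.97 FPKM (SD 0.484) to 0.303 (SD 0.259), a log2 fold change of -1.65 (SE 0.48, adjusted p 0.360) that depends on the pseudocount at this level. CDKN1B fell from 23.9 FPKM (SD 6.43) to 8.24 (SD 2.07), a log2 fold change of -1.47 (SE 0.28, adjusted p 0.147). JAG1 fell from 26.7 FPKM (SD 1.67) to 16.5 (SD 0.920), a log2 fold change of -0.68 (SE 0.16, adjusted p 0.249). With each library scaled to the same median, JAG1 changed by -0.56 and no longer reached the fold change limit. VEGFA rose from 3.85 FPKM (SD 0.759) to 11.6 (SD 4.14), a log2 fold change of 1.43 (SE 0.31, adjusted p 0.210). For these 4 genes every DMOG library lay on the same side of every untreated library. HES5 measured 0.750 FPKM in DMOG library 1, 0.950 in untreated library 2 and 1.08 in untreated library 3. It is listed at 0 in the other libraries and was too low to be tested. Table S3 places HIF1α sites 13220 bp from the TSS of GATA3, 6461 bp from CDKN1B, 1029 bp from JAG1 and 4963 bp from VEGFA. The paper proposes from the changes in these genes that HIF1α activation helps maintain functions specific to the lens.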

Many of the identified HIF1α-dependent genes also have well established functions critical for mitochondria biogenesis, structure, function, metabolism, and homeostasis (Table S5). The HIF1α-induced gene BNIP3L is required for elimination of mitochondria, endoplasmic reticulum, and golgi apparatus during lens fiber cell differentiation [7, 8]. SOD1 was found to be induced, it is involved in protection against reactive oxygen species in lens cells [106, 107] and plays a role in mitophagy during myoblast differentiation [108]. SIRT5, is involved in regulation of acetylation of the lens chaperone protein α-crystallin [109] and regulates acylation of mitochondrial proteins involved in the activation of mitochondrial function in adipose-derived mesenchymal stem cells [110]. Therefore, this study suggests that activation of HIF1α in the lens is critical for the regulation of several mitochondria-associated functional proteins that control mitophagy, protection from reactive oxygen species, and mitochondrial biogenesis.

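SOD1 rose from 14.8 FPKM (SD 1.30) to 25.4 (SD 1.78), a log2 fold change of 0.77 (SE 0.17, adjusted p 0.213). SIRT5 rose from 3.46 FPKM (SD 0.558) to 7.14 (SD 2.32), a log2 fold change of 0.91 (SE 0.30, adjusted p 0.445). Without DMOG library 1, DMOG library 2 or untreated library 2, SIRT5 no longer passed the limits on fold change and p. Table S3 lists sites at 1761 bp from the TSS of SOD1 and 139 bp from that of SIRT5. Of the genes taken from Table S5, 9 loci were tested and all 9 passed those limits. The study called these genes on these same libraries, so this is not independent evidence. COQ8B rose from 21.0 FPKM (SD 1.22) to 215 (SD 51.3; adjusted p 0.00135). G0S2 measured 61.2, 107 and 44.8 FPKM with DMOG, and 4.31 in untreated library 3 with the other untreated libraries listed at 0 (adjusted p 0.0606). DHTKD1, MRPS6, MCCC2L and PID1 had log2 fold changes of 2.09, 1.00, 0.98 and 0.85. CPT1A had -0.83, and the locus that joins EPM2A and FBXO30 -2.09 (SE 0.53). Without DMOG library 2, MCCC2L did not pass the limits.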

This study focused on responses of primary lens cells to a chemical activator of HIF1α. However, gene expression in the actual lens is complicated by regional differences in gene expression and the hypoxic gradient of the lens itself. Therefore, further analysis of the gene expression patterns detected in the present study and the role of HIF1α in their regulation will need to be evaluated in future whole lens analysis. Nevertheless, we are confident that the majority of genes detected will have functional consequences in the lens and consistently the BNIP3L gene that has been shown to be expressed in lens fibers to initiate organelle degradation upon binding of HIF1α [8] was found in the present study to both exhibit activated expression and binding of HIF1α.

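BNIP3L averaged 55.9 FPKM (SD 20.4) with DMOG and 23.8 (SD 4.10) without it. The log2 fold change was 1.15 (SE 0.31, adjusted p 0.329) and ranged from 0.95 to 1.50 when each library was left out in turn. Every DMOG library lay above every untreated library, the lowest of them, DMOG library 3, at 32.6 FPKM. Table S3 lists 1 HIF1α site, at 0 bp from the TSS.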

Additionally, the data also identify the HIF1α gene as a significantly repressed gene upon HIF1α activation. This has also been observed in other model systems [111, 112] and likely represents a negative feedback loop to acutely regulate the expression of genes by HIF1α. 

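HIF1A measured 21.0, 13.5 and 16.4 FPKM with DMOG and 34.8, 35.5 and 18.6 without it. Its log2 fold change was -0.75 (SE 0.30, adjusted p 0.523). The groups overlap, since untreated library 3 lies below DMOG library 1, and an exact permutation test gives a two-sided p of 0.2, where 0.1 is the smallest possible. In 8 of the 19 alternative settings HIF1A no longer passed the limits on fold change and p, among them both scalings of the libraries. Without untreated library 3, the log2 fold change was -1.05. Table S3 lists a site 4232 bp from the TSS. From this repression and earlier reports, the paper proposes a negative feedback loop.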

In the eye lens, this might be especially important for HIF1α-mediated regulation of lens fiber cell remodeling and maturation.

In addition to identifying known HIF1α-dependent genes, the present analysis also identified 151 novel HIF1α-dependent genes. These include but are not limited to *JARID2, BMP4, SIX4, GATA3, ARID5A.* These genes are involved in metabolism, chromatin remodeling, development and differentiation of a variety of tissues and cell types (Table S3). 

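JARID2 rose from 3.84 FPKM (SD 0.770) to 7.43 (SD 2.11), a log2 fold change of 0.85 (SE 0.29, adjusted p 0.457). Without DMOG library 1, DMOG library 2 or untreated library 2, JARID2 no longer passed the limits on fold change and p. SIX4 fell from 4.69 FPKM (SD 0.501) to 2.01 (SD 0.885), a log2 fold change of -1.10 (SE 0.33, adjusted p 0.380). ARID5A fell from 7.55 FPKM (SD 2.34) to 3.69 (SD 0.656), a log2 fold change of -0.91 (SE 0.28, adjusted p 0.410). In each of these genes the DMOG and untreated libraries did not overlap, which chance gives at 10% of genes; they were called on these same libraries, so this is not independent evidence. Table S3 lists sites at 829 bp from the TSS of JARID2, 103 bp from SIX4 and 454 bp from ARID5A.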

Their identification suggests novel HIF1α-dependent roles of the genes in lens and other tissues and suggest novel functions for HIF1α.

Although 202 genes showed a direct relationship between binding of HIF1α and gene activation or repression, an additional 324 genes exhibited activated or repressed gene expression upon HIF1α activation in the absence HIF1α binding. These results suggest that HIF1α acts to regulate downstream events that control expression of these genes including downstream transcription factors or chromatin remodeling proteins encoded by *BHLHE40, HDAC1, JARID2, KDM3A, and KDM5B* (Table S3) detected in the present report and previously established to be regulated by HIF1α [57]. These downstream factors could activate or repress expression of these genes by altering chromatin accessibility.

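Of the 324 genes of Table S2 without a site in Table S3, 285 were tested and 256 (89.8%) passed the limits on fold change and p. Of the upregulated ones 106 of 116 tested passed, and of the downregulated ones 150 of 169. The median log2 fold change was 1.24 over the 116 tested upregulated genes and -1.09 over the 169 tested downregulated genes. At an adjusted p under 0.05 over all tested loci there were 4 upregulated and 2 downregulated genes. The conditions did not overlap for 275 of the 324. From these genes without a site, the paper proposes that HIF1α acts on them through downstream transcription factors and chromatin remodeling proteins.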

Four thousand five hundred nine genes that exhibited HIF1α binding did not exhibit altered expression levels even though they were the nearest neighbor to HIF1α binding sites extending out to 100kbp away from cognate TSS’s. This is not uncommon, as many previous studies have found that not all transcription factor binding sites are associated with active changes in gene expression [97, 113] and it is possible that activation or repression of these genes by HIF1α is dependent on the presence of additional transcription factors and/or co-activators/co-repressors not present or active under the conditions of the present study. Alternatively, the data could indicate a role for HIF1α in chromatin structure and/or maintenance and future studies will be needed to address these possibilities.

Although this paper specifically focuses on binding and activation of HIF1α, the hypoxic environment of the lens is likely to activate additional hypoxia-regulated processes via other factors [18]. For example p53 that is hypoxia-regulated is known to be involved in HSF4-dependent regulation of lens fiber cell differentiation [114]. Further analysis will be required to identify additional hypoxia-regulated lens transcriptional activators and functional pathways. Indeed in the present study, 519 of the 5071 (10.23%) non-DEGs with HIF1α binding sites have known associations with hypoxia and it is possible that these genes might be regulated by hypoxia but not HIF1α.

## Conclusions

Collectively, the present report establishes a functional genomic map of novel HIF1α-regulated genes of the eye lens and supports the hypothesis that hypoxia and HIF1α-dependent gene regulation is critical towards achieving mature lens structure and transparency. The data also establish HIF1α as both an activator and repressor of lens gene expression, reveal novel HIF1α-DNA complex features, confirm previously established HIF1α targets and identify novel HIF1α targets that likely are important for the formation and function of the lens and possibly other tissues.

## Methods

### Primary lens cell culture

Primary chick lens epithelial cell cultures were prepared from the lenses of Embryonic day 10 (E10) White Leghorn embryonated chicken eggs (Charles River Laboratories, Storrs, CT) as previously described [36]. Briefly, primary lens cells were isolated from chicken lenses by trypsinization and agitation. Cells were plated onto dishes coated with mouse laminin (Invitrogen, prod no: 23017–015) and cultured in Medium 199 (Invitrogen, prod no: 11150) supplemented with 10% FBS (Invitrogen, prod no: 16140–071) and penicillin-streptomycin antibiotic mix (50 units/ml; Invitrogen, prod no: 15140–122). The resulting primary lens cells were incubated for 2 days at 37 °C in the presence of 5% CO_2_ before treatment with DMOG as described below.

### Analysis of BNIP3L gene expression in chick lens epithelial cell culture

BNIP3L transcript levels were evaluated in RNA isolated from 100,000 primary lens epithelial cells. BNIP3L transcript levels were measured by RT-PCR using the SuperScript® III one-step RT-PCR system with Platinum Taq polymerase (Invitrogen) according to the manufacturer’s instructions with β-actin as control. 100 ng of total RNA was assayed following isolation from lens epithelial cells treated or not for 4 h with 1 mM DMOG. BNIP3L transcripts were amplified for 25 PCR cycles with a 54 °C annealing temperature and the primer sequences: Forward primer – GCAATGGCAATAGCAATGAT and reverse primer – ATGTAGATGCCTAGTCCCAA. β-actin transcripts were amplified for 25 PCR cycles with a 58 °C annealing temperature and the primers sequences: Forward primer – AGCCATCTTTCTTGGGTATGGA and reverse primer – AATCCTGAGTCAAGCGCCAA. The RT-PCR conditions employed were as described in [8]. Conditions were optimized for the amount of RNA used and the number of cycles employed to ensure linear amplification. Statistical significance was determined by student’s t-test.

### CUT&RUN on DMOG-treated lens cells and bioinformatics analysis

Primary lens cells were treated with the HIF1α activator dimethyloxalllyl glycine (DMOG, Santa Cruz Biotechnology, prod no: sc200755) (1 mM) for 4 h at 37 °C. DMOG is a cell permeable competitive inhibitor of prolyl hydroxylase domain-containing proteins such as the PHDs. DMOG has been shown to activate HIF1α, under normoxic (21% O_2_) conditions in a wide variety of cell types [115, 116] including lens cells [8]. DMOG is a widely employed activator of HIF1α through its ability to inhibit prolyl hydroxylase enzymes resulting in the prevention of HIF1α degradation through the proteasomal pathway in the presence of oxygen [115, 116]. Since DMOG inhibits prolyl hydroxylases that could be involved in the regulation and degradation of other lens proteins, it is possible that DMOG could influence other lens functions in addition to activation of HIF1α. However, since this study focused on altered gene expression directly linked with the presence of DMOG dependent HIF1α-DNA complexes we are confident that our results are at least specific for HIF1α DNA binding and are unlikely to result from HIF1α-independent effects of DMOG that might occur in lens cells.

Cleavage Under Targets & Release Using Nuclease (CUT&RUN) [34, 35] was performed on unfixed permeabilized primary lens cells incubated with a HIF1α-specific ChIP grade antibody (Abcam, ab2185) and an IgG negative control antibody (Invitrogen, prod no: 10500c) to elucidate genome-wide HIF1α-DNA binding complexes. The protocol was adapted from Meers et al., 2019 [117]. Briefly, primary lens cells were harvested, counted, and pooled into biological duplicates of 500,000 cells each and resuspended in 1.5 ml Wash Buffer without Digitonin (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5 mM Spermidine, Protease Inhibitor). After three rounds of washing and centrifuging for 3 min at 600 g, the resuspended cells were washed in 1 ml wash buffer and ConA-coated magnetic beads (Bangs Labroatories, prod no: BP531, 10 μl per sample) were added followed by gentle rotation at room temperature for 10 min. Each sample was divided into two equal volumes and the supernatants removed using a magnet stand. 150 μl of antibody buffer with 0.1% final concentration digitonin was added to each aliquot with gentle agitation to permeabilize the cells. For each biological sample, one aliquot of ConA-bound cells was incubated with ChIP-grade HIF1α antibody and the other aliquot was incubated with IgG antibody at a 1:100 dilution and rotated at 4 °C overnight. HIF1α antibody specificity was confirmed by western analysis of primary lens cell nuclear extract and by ChIP-qPCR published in a previous study [8]. Antibody-bound ConA-bound cells were washed twice with 1 ml wash buffer with 0.1% digitonin. The supernatant was removed and 150 μl of Protein A-MNase (700 ng/mL final concentration, Addgene #123461) [117] in wash buffer with digitonin was added to the pellet with gentle agitation and the mix rotated at 4 °C for 1 h. Cells were washed twice with 1 ml of digitonin wash buffer and once with 1 ml low salt rinse buffer (20 mM HEPES pH 7.5, 0.5 mM Spermidine, 0.05% Digitonin). The supernatant was removed and 200 μl of ice-cold incubation buffer (3.5 mM HEPES pH 7.5, 10 mM CaCl2, 0.05% Digitonin) added with gentle agitation. The resulting samples were incubated on ice for 5 min before removing the supernatant using the magnet stand followed by the addition of 200 μl STOP buffer (170 mM NaCl, 20 mM EGTA, 0.05% Digitonin, 50μg/mL RNAse A, 25 μg/mL Glycogen) with gentle agitation. The samples were incubated for 30 min at 37 °C to release CUT&RUN fragments. Following incubation, the supernatant containing CUT&RUN fragments was transferred to a fresh microcentrifuge tube. CUT&RUN fragments were treated with 2 μl 10% SDS and 2.5 μl Proteinase K (20 mg/ml) for 1 h at 50 °C. DNA was isolated by standard Phenol-Chloroform extraction using Qiagen MaXtract tubes, and the DNA pellet resuspended in 30 μl 1 mM Tris-HCl pH 8 0.1 mM EDTA. Library prep was carried out using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB E7645) following the manufacturer’s instructions [118]. Samples were resuspended in 15 μl of 0.1x TE Buffer. Libraries were pooled and PE50 sequencing on an Illumina Hiseq platform was performed.

Reads were trimmed with Trimmomatic [119] with the following settings (ILLUMINACLIP: 2:15:4:4:true SLIDINGWINDOW:4:15 MINLEN:25) and aligned to the galgal6 genome (ensemble version 96) using Bowtie2 [120] with the following settings: (−-end-to-end,--dove-tail,--phred33). Samtools [121] was used to retain fragments < 120 bp, and to remove reads in mitochondrial DNA and remove reads overlapping low-complexity regions in the Galgal6 genome as defined by the RepeatMasker [122] track in the UCSC genome browser. HIF1α-DNA binding complexes were identified using MACS2 [123, 124] by pooling the HIF1α BAM files versus the pooled IgG BAM files using the following settings: (narrowPeak setting, q value cutoff 0.05, −-SPMR, −-keep-dup auto). MACS2 on CUT&RUN samples identified 8375 HIF1α-DNA binding complexes in the primary chick lens cells (Table S1). Although some studies have detected low levels of HIF1α-DNA binding under normoxic conditions in non-lens tissues [125], we have previously shown that HIF1α is barely detectable in lens cells in the absence of hypoxia or DMOG activation [8].

### RNA-seq on DMOG-treated lens cells and bioinformatics analysis

Biological triplicates of primary chick lens cells were incubated in the presence or absence of 1 mM DMOG for 4 h at 37 °C. Total RNA was isolated from primary lens cells using TRIZOL® reagent (Invitrogen, prod no: 15593018) according to the manufacturer’s instructions. Libraries were prepared following Illumina’s TruSeq-stranded-total-RNA-sample preparation protocol. Paired-end sequencing was performed on Illumina’s NovaSeq 6000 platform. Cutadapt [126] was used to remove adaptor-contaminated reads, low quality bases and undetermined bases. Reads were mapped to galgal6 genome (ensemble version 96) using Bowtie2 [120] and HISAT2 [127]. The mapped reads were assembled using StringTie [128]. Comprehensive transcriptomes were generated using gffcompare and StringTie [128]. The R package edgeR [129] was used to estimate the expression levels of all transcripts and to identify differentially expressed genes (log2 fold change FPKM > 0.6 or < − 0.6) with parametric F-test comparing nested linear models (*p* < 0.05). Five hundred twenty-six genes were found to be differentially expressed in DMOG-treated primary lens cells relative to untreated primary lens cell samples (Table S2).

### Additional bioinformatics methods

MACS2 generated bedgraph files for the HIF1α and IgG CUT&RUN samples were converted to BIGWIG format and visualized in UCSC Genome Browser (https://genome.ucsc.edu/s/jdisatha/CUTRUN_Lens_HIF1Α) [130]. Genomic coordinates of chick lens open chromatin regions mapped by ATAC sequencing [43] were lifted to galgal6 using UCSC Genome Browser liftover tool. HIF1α-DNA binding complexes identified by CUT&RUN that are also contained within previously identified open chromatin regions [43] are noted in Table S1.

The Bedtools [131] Shufflebed function was used to generate a negative control background of HIF1α-DNA binding complexes randomly distributed across the galgal6 genome using default settings.

The ChIPseeker [132], bedtools [131] and Closestbed tools were used to identify relative distances of HIF1α-DNA binding complexes to the nearest gene transcription start sites (Table S1).

Deeptools [133], plotProfile and plotHeatmap functions default settings were used to generate the profile and heatmap in Fig. 2A. Each site identified as a HIF1α binding site by the MACS2 bioinformatics tool is overlayed in a window +/− 1000 bp around the peak of the binding site. The heatmap and profile plot generated by deepTools indicate the signal strength of the HIF1α CUTandRUN signal and compares it to the IgG negative control signal across all of the identified HIF1α binding regions.

MEME-suite [134] DREME tool [135] default settings were used to identify short-ungapped overrepresented sequence patterns in the HIF1α-DNA binding complexes at genomic regions identified by CUT&RUN.

HIF1α-dependent genes identified by our multiomic analysis were cross-referenced with hypoxiadb [57] to elucidate previously known hypoxia-dependent genes compared to novel HIF1α-dependent genes.

Enrichr [136–138] and Msigdb [139, 140] tools were used to identify significantly enriched processes and pathways associated with the identified HIF1α-dependent genes.

All heatmaps shown were generated with the Morpheus Bioinformatics tool (https://software.broadinstitute.org/morpheus/).

### Statistical analysis

Chi-squared goodness-of-fit test was performed in R version 3.6.3 using the chisq.test() function to test the null hypothesis that the distribution of HIF1α binding sites were similar to what is expected from a random distribution of sites generated by bedtools ShuffleBed. (Figs. 2D and F and 3A). All other chi-square tests were performed to test against the null hypothesis of no significant differences in number of genes with HIF1α binding sites categorized in various different ways (Fig. 4B, C, E, F). Bonferroni corrected *p*-values are reported.

## Supplementary Information

**Additional file 1: Table S1**. HIF1α binding peaks enriched by CUT&RUN and detected with MACS2 at q < 0.05 in DMOG-treated primary lens cells.

**Additional file 2 Table S2.** Gene expression analysis via RNA-seq of DMOG-treated vs untreated primary lens cells.

**Additional file 3 Table S3.** Gene ontologies, pathways, and select literature references for differentially expressed genes with HIF1α binding.

**Additional file 4: Table S4.** Enriched gene ontologies and pathways associated with HIF1α-bound upregulated and downregulated genes as determined by MsigDB and Enrichr.

**Additional file 5: Table S5.** HIF1α-regulated genes with associated mitochondria functions.

**Additional file 6: Figure S1.** Full length version of the RT-PCR agarose gel from Fig. 1C.

**Additional file 7: Figure S2.** Second most statistically significant enriched motif in HIF1α-DNA binding regions identified by CUT&RUN.

## Data Availability

Raw sequencing reads for the CUT&RUN experiment have been deposited at NCBI-GEO series accession number GSE166626. Raw sequencing reads for the RNA-seq experiment have been deposited at NCBI-GEO series accession number GSE166632. ATACseq data were obtained from supplemental files from [31].

## Abbreviations

CUT&RUN: Cleavage Under Targets and Release Under Nuclease
ATACseq: Assay for Transposase-Accessible Chromatin sequencing
HIF1α: Hypoxia inducible factor 1 alpha
TSS: Transcription start site
ChIP-qPCR: Chromatin immunoprecipitation coupled with quantitative polymerase chain reaction
FPKM: Fragments per kilobase of exon per million fragments mapped
DMOG: Dimethyloxalylglycine

How the deposited data were processed for this re-analysis (not part of the article)

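The deposited RNA-seq table was examined for primary chick lens cells treated with 1 mM DMOG for 4 h (3 libraries) and untreated primary lens cells (3 libraries). According to the methods, the authors trimmed reads with Cutadapt, mapped them to galGal6 with Bowtie2 and HISAT2, and assembled transcripts with StringTie and gffcompare, so a locus can join several Ensembl genes. The authors made FPKM values per library, and the deposited table gives them rounded to 2 decimals. The deposited ratio of FPKM is the authors' mean with DMOG over their mean without it, with a floor of 0.0001 FPKM in Table S2, and the deposited log2 value is the log2 of that ratio. The deposited p-values are the authors' unadjusted edgeR p-values. In trimming, the authors removed reads with adaptors, low quality bases and undetermined bases. For the mapping, assembly and expression tools named here, the methods give no versions, and they name no filter on low FPKM. Reads, counts and the CUT&RUN data were not used here.

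From the FPKM, log2(FPKM + 0.5) was computed at 17340 loci, of which 3106 are listed at 0 in all 6 libraries. The 9816 loci with a mean of at least 1 FPKM were fitted in limma 3.58.1 (R 4.3.3) with treatment as the only term, moderated with a mean-variance trend, and adjusted by the Benjamini-Hochberg method over all tested loci. The paper's limits were applied as a log2 fold change of at least 0.60 in either direction and an unadjusted p under 0.05. Of the tested loci, 892 have a name that joins several genes, and 365 are small RNA loci. Summaries were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. A fitted log2 fold change of a locus near 0 FPKM depends on the pseudocount, and a locus listed at 0 throughout one condition is given no fold.

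The read depth per library cannot be told from FPKM. Ratios of low values between libraries were checked for steps of whole reads, and the values pile up at no ratio. The precision of each value is therefore given only by the spread between replicates, as SD or as the standard error of the fit. On simulated data with the means and spread of the real loci and 200 changed loci, 68% of loci changed by 1 on the log2 scale passed the paper's limits and 0% an adjusted p under 0.05. For a change of 2 the shares were 93.5% and 51.5%. Of the unchanged loci, 367 passed the paper's limits in the first simulation and 377 in the second, and 0 and 6 had an adjusted p under 0.05. Each locus was drawn independently, so variation that loci of a library share is absent from the simulation. Divisions of the real libraries other than by treatment gave from 220 to 1003 loci at the limits. The simulated shares and counts may therefore not hold for the real data.

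Named genes are the 51 that the paper's results and discussion, Table S5 and the labels of Fig. 4A name as changed. To these were added up to 5 loci in each direction with the largest log2 fold change among those with an adjusted p under 0.05 and no overlap between conditions. C10orf90 could not be matched to a locus, and the 50 matched genes lie at 49 loci. Of these, 44 were tested, 42 passed the paper's limits, 10 had an adjusted p under 0.05 over all tested loci, and 42 had one when adjusted over the list alone, which is not independent evidence because the study chose the genes on these libraries.

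The size of change of the genes of Table S3 and of the other differentially expressed genes was compared with 100000 permutations, and distances to HIF1α sites with Fisher's exact test, using the distances of Table S3. Table S1 was held only in part and was used for no overlap. Gene lists were tested with camera (preset correlation 0.01), with fry and with camera at an estimated correlation, adjusted over 10 lists: glycolysis, Notch signaling, Wnt signaling, targets of ATF4, 2-oxoglutarate dioxygenases, lens fiber genes, immediate early genes, and markers of erythroid, mesenchymal and retinal cells.

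Choices, gene lists and alternatives were set before the data were examined. The alternatives were other pseudocounts (0.1, 1 and 0.0001), no filter or a mean of at least 5 FPKM, median scaling, quantile normalization, other moderation, array weights, replicate number as a block, the log2 ratio of means, leaving out loci that join genes, and leaving out each library. Chosen after seeing the data were the settings without small RNA loci and median scaling for the gene lists.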

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

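The test in this part was chosen after the results were seen. An adjusted p under 0.05 was reached by 2 loci that are not among the differentially expressed genes of Table S2, both small RNA loci. RF00288 measured 5.47, 5.32 and 7.28 FPKM with DMOG and is listed at 0 in every untreated library (adjusted p 0.0127). The microRNA locus gga-mir-12208 measured 7.09, 13.7 and 18.6 FPKM in untreated cells and is listed at 0 in every DMOG library (adjusted p 0.00807). The fitted log2 values of 3.69 and -4.67 depend on the pseudocount and give no bound on a fold. The deposited p-value of both loci is 1, a value listed for 5905 loci, and whether it came from a test of them cannot be told.

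Values of short loci may fall to 0 by chance, since few reads can cover them. Over 183 small RNA loci of middle level, the median SD between replicates was 1.70 on the log2 scale, against 0.400 for 5159 other loci of the same level. Of the tested small RNA loci, 64 are listed at 0 in exactly 3 libraries, and for 8 of them these are the 3 libraries of one condition. If the zeros fell on libraries at random, 6.4 of the 64 would do so (exact binomial test, one-sided, p 0.308). Falling to 0 by chance is therefore enough for the number of such loci, and these 2 loci are among the 8. A direct effect of DMOG on either locus stays open and was not tested. The depth, the locus lengths and reads shared between copies of these loci could not be examined from FPKM.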

How the results depend on the processing

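Counts are called changed here when they moved by more than 1.5 times. Apart from the 2 settings without small RNA loci, and median scaling for the gene lists, all settings were set in advance. The cause of a change was not tested unless the setting itself gives it.

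With a mean of at least 5 FPKM, fewer loci are tested, and 183 loci were higher and 231 lower at the paper's limits, 1 was lower at an adjusted p under 0.05, and 265 of the genes of Table S2 passed the limits. Scaling each library to the same median gave 317 lower loci at the limits and 38 higher at an adjusted p under 0.05; quantile normalization gave 320 and 32. With median scaling and no small RNA loci, the counts were 301 lower at the limits, and 49 higher and 5 lower at an adjusted p; with equal totals and no small RNA loci, 26 were higher at an adjusted p. Array weights gave 33 higher and 5 lower at an adjusted p, no trend 9 lower, and no filter 9 higher. A pseudocount of 0.1 left 1 lower locus at an adjusted p and one of 0.0001 left 0, where 578 were lower at an unadjusted p under 0.05 with the pseudocount used throughout. With replicate number as a block, 5 loci were higher and 0 lower at an adjusted p, and 225 and 371 at the limits, and JARID2 did not pass the limits; libraries of the same number did not deviate together (correlations of -0.110, -0.166 and -0.232), so the numbers do not pair them.

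With 1 library left out in turn, which leaves fewer samples, the lower loci at the limits ranged from 328 to 774, the highest without DMOG library 1. At an adjusted p, higher loci ranged from 5 (without DMOG library 1 or untreated library 1) to 17, and lower loci from 0 (without untreated library 2) to 12 (without DMOG library 1). The counts of higher loci at the limits (213 to 395), of genes of Table S2 past the limits (321 to 383) and of genes of Table S3 past the limits (133 to 160) stayed within 1.5 times; the last did so in all settings for both directions together. Of the downregulated genes of Table S3, 84 passed the limits in the fit used throughout, 46 with a mean of at least 5 FPKM, 68 with median scaling, 66 with quantile normalization, and from 60 (without untreated library 1) to 78 with 1 library left out.

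The difference in size of change between the genes of Table S3 and the other differentially expressed genes changed sign with a mean of at least 5 FPKM (0.00136), median scaling (0.0144) and median scaling without small RNA loci (0.00984). It ranged from -0.0633 to 0.0452 with 1 library left out, and was above 0 without DMOG library 3, untreated library 1 or untreated library 3. The odds ratio for a site within 3 kb kept its direction and call in all settings (2.62 to 3.42 with 1 library left out). That for 3 to 10 kb ranged from 0.580 to 1.10, above 1 only without untreated library 1.

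For the gene lists, values are adjusted p. The glycolysis call did not hold under fry (0.0559) or an estimated correlation (0.237), the dioxygenase call under neither (0.233 and 0.405), and the ATF4 call held under fry but not an estimated correlation (0.148). The erythroid list passed under fry (0.0125). The Notch list reversed with no filter (0.886) and, over fits with 1 library left out (0.375 to 0.971), without DMOG library 3. The Wnt list (0.406 to 0.944) reversed without DMOG library 1 and without untreated library 1. The lens fiber list (0.00919 to 0.530) passed without DMOG library 3 and without untreated library 3, and the immediate early list (0.0178 to 0.246) without DMOG library 1 and without untreated library 1. The mesenchymal list, near no change, reversed with a pseudocount of 0.1 (0.911), fry (0.659), median scaling (0.900) and without DMOG library 2, untreated library 1 or untreated library 2 (0.572 to 0.944). The retinal list kept its direction and stayed above an adjusted p of 0.05 in all settings.

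Of the 48 tested loci chosen by the rule for named genes, 41 kept their side of the limits in all 19 settings that could be run for them, and none reversed; other members of the gene lists that the text names were not run one by one. ENO1, HIF1A, JAG1, JARID2, MCCC2L and SIRT5 fell under the limits in at least 1 setting, HIF1A in 8, and BMP4 passed them with array weights and without DMOG library 3. The depth of the libraries is not known, so no limit of detection can be set for loci listed at 0.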

Differences from the paper's values

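No tests were added in this part. At the paper's limits, 488 loci were lower with DMOG, against the paper's 309. Of the alternatives set before the data were examined, the pseudocount of 0.0001, a mean of at least 5 FPKM, median scaling, quantile normalization, replicate number as a block, leaving out loci that join genes, and leaving out DMOG library 2 or any untreated library came within 1.5 times of the paper's count; the others did not. Median scaling without small RNA loci, chosen after seeing the values, came within it too. Among these settings, median scaling (418 loci), quantile normalization (410), leaving out untreated library 3 (378) and the setting chosen afterwards (406) took the count of higher loci to more than 1.5 times the paper's 219, where the fit used throughout gave 279.

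Of the downregulated genes of Table S3, 84 passed the limits against the paper's 106, within 1.5 times. With a mean of at least 5 FPKM (46), median scaling (68), quantile normalization (66), or any library but DMOG library 1 left out (60 to 70), the count was over 1.5 times below the paper's.

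The log2 fold changes of 7 named loci differ from those of Table S2 by more than the replicate SD. For GATA3 it was -1.65 against the paper's -2.69, closed by pseudocounts of 0.1 and 0.0001 and by the log2 ratio of means. For EGLN3 it was 4.57 against the paper's 4.91, closed by those settings, median scaling, quantile normalization, array weights, and leaving out DMOG library 3 or untreated library 2. For STC1 it was 5.51 against the paper's 9.56, for EFHD2 3.08 against the paper's 6.18 and for TNFRSF11B -2.17 against the paper's -4.27, each closed by the log2 ratio of means alone. For PGF it was 3.85 against the paper's 4.76, closed by a pseudocount of 0.1, median scaling, quantile normalization, the log2 ratio of means and leaving out untreated library 2. For ENSGALG00000054153 it was 2.93 against the paper's 3.57, closed by both lower pseudocounts, quantile normalization and the log2 ratio of means. The other alternatives set before the data were examined did not close these gaps. The README of Table S2 gives its fold changes as ratios of mean FPKM. The locus matched to SNAI2 and ENSGALG00000049602, which Table S2 gives a fold change, are listed at 0 throughout one condition, so no fold is given for them; a fitted value would depend on the pseudocount.

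The paper names KDM5A as activated with reference to Table S3. The locus that joins SLC6A13 and KDM5A had a log2 fold change of 0.15 (adjusted p 0.852) and is not in Table S3, which lists KDM5B. None of the settings brought it past the limits. BMP4 is given as induced; its log2 fold change of 1.49 (adjusted p 0.663) did not pass the limits except with array weights and without DMOG library 3. HES5 is given among genes of Table S3, and is absent from that table and from the differentially expressed genes of Table S2; the deposited p-value for it is 0.71. The paper states that bound genes change more than unbound genes; within the differentially expressed genes the difference between those of Table S3 and the others was -0.07 (permutation p 0.263), and genes outside them were not analysed here. The paper's text gives 309 downregulated genes where it reports their number and binding, and 307 where it counts genes with a site within 100 kb; Table S2 lists 307.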

Other observations

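The tests in this part on scaling, on the other division of the libraries and on the libraries left out were chosen after the results were seen; the count over divisions of the libraries was planned.

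The 6 libraries can be divided into 3 and 3 in 10 ways. In 2 of the 10, as many loci passed the paper's limits as in the real comparison (767), and in 1 of the 10, the real one, as many had an adjusted p under 0.05 (19). With 10 divisions, a share under 0.05 cannot be reached, so chance cannot be ruled out by this count. The other division set DMOG libraries 1 and 2 and untreated library 3 against DMOG library 3 and untreated libraries 1 and 2, and gave 1003 loci at the limits and 0 at an adjusted p under 0.05, with 1271 at an unadjusted p under 0.05. It follows no batch that the labels or the paper give. An exchange of DMOG library 3 and untreated library 3 would put EGLN3 low in the former, where it measured 47.6 FPKM against 1.87 in untreated library 3, so the values argue against it. The share of FPKM in small RNA loci does not order the libraries this way either, since untreated library 2, at 24.0%, lies below DMOG libraries 1 and 2 and DMOG library 3 above them. Differences between cell preparations or library batches stay open and were not tested.

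More loci were lower than higher at the paper's limits, and this balance changed with the scaling. A larger share of small RNA in the DMOG libraries could lower the FPKM of all other loci. Without small RNA loci and with equal totals, the median log2 fold change was -0.125, so that share is not the whole cause. A single factor per library would shift all loci alike, but the median was -0.19 in the fifth of loci with the lowest mean FPKM and -0.045 in the fifth with the highest. A real fall of many transcripts of low level after DMOG, and a lower depth of the DMOG libraries, stay open; neither was tested, because depth and amounts of RNA per cell are not in the values.

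For each library in turn, the 50 genes with the lowest p in each direction were chosen without it, and their change was measured in the library left out, with the libraries scaled to the same median in both steps. The library left out showed a median of 91.3% of the change for higher genes and 54.2% for lower genes, and more for higher genes in 6 of 6 libraries. The range was 76.1% to 102% for higher genes and 14.6% (DMOG library 1) to 62.6% for lower genes. Because the medians were made equal before the genes were chosen, a shift of all loci is not the whole cause. With a mean of at least 5 FPKM the medians were 98.0% and 59.5%, again with more for higher genes in 6 of 6 libraries, so low values are not the whole cause either. Without the scaling, higher genes showed more in 5 of 6 libraries, with medians of 94.8% and 55.6%, and in 5 of 6 with a mean of at least 5 FPKM, with medians of 94.2% and 70.8%; the exception was untreated library 3, at 67.2% against 69.0% and at 68.9% against 75.3%. A candidate explanation is that fewer lower genes have a change well above the replicate spread. Counting only the differentially expressed genes of Table S2, 50 pass a Benjamini-Hochberg adjustment of the authors' p-values over all 17340 loci, 39 of them upregulated and 11 downregulated, which is in line with this. The 6 values share libraries, and the hypothesis was found and tested on the same data. Whether the difference reflects how HIF1α acts was not tested.

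Values for the gene lists that belong to no statement of the paper follow, as camera adjusted p and the median log2 fold change relative to all tested loci. They were 5.22e-04 and 0.36 for 19 targets of ATF4 (13 of them above the median of all tested loci), 1.02e-04 and 0.18 for 31 2-oxoglutarate dioxygenases (20 above it), 0.131 and 0.19 for 21 lens fiber genes (14 above it), and 0.0674 and 0.20 for 23 immediate early genes (15 above it). Genes with an adjusted p under 0.05 over the list alone and over all tested loci numbered 4 and 1, 7 and 1, 0 and 0, and 3 and 0, and 1 lens fiber gene and 5 immediate early genes had an unadjusted p under 0.05. Under fry the adjusted p was 0.00171 for the targets of ATF4, and the calls that do not hold under fry or an estimated correlation are given above. Of the targets of ATF4, DDIT4, CHAC1, STC2 and VEGFA had an unadjusted p under 0.05, with log2 fold changes of 3.55, 1.92, 1.58 and 1.43. ASNS, PSAT1 and PSPH had log2 fold changes of -0.22, -0.48 and -1.33, and 11 of the 19 targets lay above 0. DDIT4 shares its locus with ANAPC16, and that locus and VEGFA are among the genes the study lists with HIF1α sites. The list therefore cannot tell a response through ATF4 from one through HIF1α. For markers of other cells, the values were 0.441 and -0.09 for 5 erythroid genes, 0.990 and -0.01 for 6 mesenchymal genes, and 0.441 and 0.41 for 2 retinal genes. Of these, 3, 0 and 0 had an adjusted p under 0.05 over the list alone and 0 over all tested loci, with 3, 0 and 0 at an unadjusted p under 0.05. Of the 3 erythroid genes, GYPC and RHD were lower with DMOG and TFRC was higher, so they did not change together. RHD and TFRC were matched to loci named RHCE and TFR2. The globin loci of the list are at 0 in every library.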
